# Genome-wide identification and comprehensive analysis of microRNAs and phased small interfering RNAs in watermelon

**DOI:** 10.1186/s12864-018-4457-8

**Published:** 2018-05-09

**Authors:** Li Liu, Shuchao Ren, Junqiang Guo, Qingyi Wang, Xiaotuo Zhang, Peiran Liao, Shipeng Li, Ramanjulu Sunkar, Yun Zheng

**Keywords:** *Citrullus lanatus* L., High-throughput sequencing, microRNA, PHAS, Phased small interfering RNA (phasiRNA), Bioinformatics

## Abstract

**Background:**

MicroRNAs (miRNAs) are a class of endogenous small non-coding RNAs involved in the post-transcriptional gene regulation and play a critical role in plant growth, development and stress responses. Watermelon (*Citrullus lanatus* L.) is one of the important agricultural crops worldwide. However, the watermelon miRNAs and phasiRNAs and their functions are not well explored.

**Results:**

Here we carried out computational and experimental analysis of miRNAs and phased small interfering RNAs (phasiRNAs) in watermelon by analyzing 14 small RNA profiles from roots, leaves, androecium, petals, and fruits, and one published small RNA profile of mixed tissues. To identify the targets of miRNAs and phasiRNAs, we generated a degradome profile for watermelon leaf which is analyzed using the SeqTar algorithm. We identified 97 conserved pre-miRNAs, of which 58 have not been reported previously and 348 conserved mature miRNAs without precursors. We also found 9 novel pre-miRNAs encoding 18 mature miRNAs. One hundred and one 21 nucleotide (nt) PHAS loci, and two hundred and forty one 24 nt PHAS loci were also identified. We identified 127 conserved targets of the conserved miRNAs and TAS3-derived tasiRNAs by analyzing a degradome profile of watermelon leaf.

**Conclusions:**

The presented results provide a comprehensive view of small regulatory RNAs and their targets in watermelon.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4457-8) contains supplementary material, which is available to authorized users.

## Background

Plant small RNAs (sRNAs), with 21 to 24 nucleotides (nt), play crucial roles in a variety of biological processes, including development, stress responses, defense and epigenetic modifications [1–3]. Based on their origin and biogenesis, small RNAs in plants can be divided into two main categories: microRNA (miRNA) and small interfering RNA (siRNA). The primary transcripts of MIR genes are transcribed by RNA polymerase II [4]. Such primary miRNA transcripts form typical hairpin-like structure that are cleaved twice by Dicer Like protein (DCL1) in the nucleus to excise a miRNA:miRNA* duplex [5]. Then, the duplex is exported to cytoplasm [6]. In the cytoplasm, miRNAs are loaded into an RNA-induced silencing complex (RISC) that normally contains an Argonaute (AGO) protein, and guide the RISC to cause site-specific cleavage or repression of the mRNA targets [7, 8]. The other strand of the duplex, i.e., miRNA*, is degraded [9]. Most plant miRNAs negatively regulate their target genes through homolog based mRNA cleavage or translation inhibition at post-transcriptional level [3, 6, 10], however some miRNAs, especially metazoan miRNAs, may activate their targets [11–13].

In addition to miRNAs, small interfering RNAs (siRNAs) also have important functions in plants. Especially, phasiRNA is a class of secondary siRNAs that are generated precisely in 21 or 24 nt phased pattern initiated at a specific position due to miRNA guided activity. A type of phasiRNAs are *trans*-acting siRNAs (tasiRNAs) because they repress their target transcripts from other loci of the genome at post-transcriptional level. The primary transcripts of tasiRNAs are non-coding and used to generate double strand RNAs (dsRNAs) by RDR6 (RNA-dependent RNA polymerase 6) [14]. The dsRNAs are then cleaved by DCL4 to form phased 21 nt segments [15–17] or by DCL5 to form 24 nt phased segments in rice [18, 19]. The precise phasing of tasiRNAs is guided by miRNAs [15] through either two [20] or one [18, 21–24] miRNA binding site on the primary tasiRNA transcripts. Four families of tasiRNA loci, named TAS1 to TAS4, have been identified in *Arabidopsis thaliana* [15, 17, 25]. Recent studies suggest that some coding genes, especially PPR [17, 24, 26], NB-LRR disease resistance proteins [24, 27–31], MYB transcription factors [24, 32, 33], also generate phasiRNAs, and their corresponding loci are called as PHAS loci [27]. These PHAS loci are also triggered by one or two miRNA binding sites [14, 27]. *TAS3* derived tasiARFs are the only phasiRNAs that have been validated to target ARF genes in *trans* [15, 20, 24]. The functions of most phasiRNAs are still largely unknown [14].

Watermelon is one of the 20 most important agricultural crops worldwide [34]. Although watermelon is economically important, only a few studies [34–38] have paid attention on the miRNAs in watermelon, and there are still no studies about phasiRNAs in watermelon.

To systematically investigate the miRNAs and phasiRNAs in watermelon, we sequenced 14 small RNA profiles from 5 tissues, i.e., roots, leaves, androecium, petals, and fruits. Comprehensive computational analyses of these small RNA profiles lead to identification of 97 pre-miRNAs of which 58 have not been reported, 101 PHAS loci encoding 21 nt phasiRNAs (including a new TAS3 locus), and 241 PHAS loci encoding 24 nt phasiRNAs. A degradome profile of watermelon leaf was generated for identifying targets of miRNAs and phasiRNAs. Totally, 127 conserved targets for conserved miRNAs and TAS3-derived tasiRNAs were identified in the analysis. These results significantly enhanced our understanding of small RNA guided gene regulations in watermelon.

## Methods

### Materials and small RNA sequencing profiles

The watermelon plants were grown in the greenhouse of Faculty of Life Science and Technology, Kunming University of Science and Technology (24° 51 ^′^ 0 ^″^ N, 102° 52 ^′^ 2 ^″^ E, altitude 1835 m), Yunnan, China. During the experiments, the daily average temperature was 25 °C, the daily maximum difference in temperature was 10 °C and humidity was 60-80%. Fourteen samples from five tissues, i.e., root, leaf, petal, androecium and pre-mature fruit, of watermelon plants without treatments were collected and frozen using liquid nitrogen immediately (Additional file 1: Supplementary Table S1). The 14 samples were stored at -80 °C until RNAs were extracted. Total RNAs were extracted from samples using the Trizol reagent according to the manufacturer’s protocol. The integrities of the RNAs were checked using an ultraviolet spectrophotometer (Hoefer, MA, USA), based on the ratio of the optical density at 260 nm to that at 280 nm (OD260/280) and were also assessed by electrophoresis in a denaturing formaldehyde agarose gel, based on visual comparison of the 18S and 28S ribosomal RNAs. The RNA samples with OD260/280 between 1.8 and 2.0 were checked for the total quantities. Only samples with at least 20 *μ*g were chosen for preparation of sRNA sequencing libraries. 20 *μ*g total RNAs dissolved in 35 *μ*l were delivered to the sequencing facility. The small RNAs of the samples were isolated from total RNAs and were sequenced using Illumina HiSeq 2000 sequencer. The obtained small RNA profiles had been deposited to NCBI under GEO the accession number, GSE102030. The qualities of the obtained sRNA profiles were evaluated with the FASTQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) (in Additional file 2: Figure S1).

### Identification of conserved and novel miRNAs

The computational pipelines for analyzing the obtained small RNA profiles were shown in supplementary materials (Additional file 2: Figure S2).

The mRNA and genome sequences of watermelon were downloaded from Cucumber Genome Database (http://cucurbitgenomics.org/). Watermelon (97103) genome and annotation (v6) were downloaded.

Our computational methods for analyzing the small RNA libraries was reported previously [39]. In brief, small RNAs were extracted after removing raw reads with more than 5 low scored nucleotides (< 25) and 3’ adaptor sequences of the remaining reads (see Additional file 2: Figure S2d). Unique small RNAs were obtained after eliminating redundant sequences. The unique sRNAs were aligned to genome and mRNAs of watermelon to calculate the numbers of reads and unique sequences mapped to the genome and mRNAs. Then unique sequences mapped to known non-coding RNAs (rRNAs, tRNAs, snRNAs, snoRNAs) and repeats were removed from unique RNAs by aligning to databases Rfam (r11) [40], NONCODE (v3.0) [41], Silva [42], The TIGR Plant Repeat Databases [43] and Repbase (r20) [44] using SOAP2 [45]. Remaining reads were mapped to the miRBase database (r21) [46] to calculate the frequencies of conserved miRNAs. The numbers of reads that were aligned to different types of molecules were counted and summarized (see Additional file 1: Table S2).

After this step, the remaining unique reads were aligned to genome to predict novel miRNAs. The surrounding sequences (down- and up-stream) were extended by 300 bp which were used to predict fold-back structure using RNAfold [47]. The structures with at least 18 paired nucleotides and a folding energy of smaller than -40 Kcal/mol were kept as putative precursors for further analysis. The small RNA reads were mapped to the obtained putative precursors. Finally, novel miRNA identification and annotation were strictly based on appearance of miRNA* and predictable fold back structures for the miRNA precursor sequences, as suggested by Meyers et al. [48].

As described previously [39], mature miRNA sequences from all plant species were downloaded from the miRBase (v21) [46] from which unique miRNA sequences were obtained (see Additional file 2: Figure S2a). Next, these unique miRNA sequences were used as queries against the watermelon genome using BLASTN to predict known miRNA homologs in watermelon that were not represented in small RNA libraries. Hits with no more than two mismatches were identified and the flanking regions (80nt, 130nt, 180nt down stream and upstream) to the mapped mature miRNAs were isolated and used to predict fold-back structures using the RNAfold. The predicted fold-back structures were examined for the presence of miRNA on the same arm of the hairpin as the known family members from other plants. These precursor sequences were further evaluated by MIRcheck and selected candidates that have ≤ 5 mismatches, ≤ 2 bulged or asymmetrically unpaired nucleotides, and ≤ 3 continuous mismatches within the mature miRNA.

We compared the identified conserved miRNAs with those reported previously [34–38]. If the sequences of a mature miRNA was the same as reported earlier, the conserved miRNA was named the same as reported previously. The remaining conserved miRNAs were named by using upper case MIR followed by the family name, and alphabetical letters in lower case if these have not been reported earlier.

### Analysis of miRNA expression patterns in different tissues

The raw frequencies of mature miRNAs for samples of different tissues were compared with edgeR [49]. miRNAs with multiple-test corrected *P*-values of smaller than 0.05 were regarded as significantly deregulated miRNAs in the different tissues.

miRNA with abundances of at least 5 RPTM (Reads Per Ten Million sequencing tags) in at least two of the 14 samples and standard deviation of at least 1 were selected to perform hierarchical clustering. The normalized RPTM values plus one were log scaled to calculate correlation coefficient (CC) values between samples. Then the CC values were applied to the pheatmap function in the pheatmap library in R to perform hierarchical clustering. miRNAs with average abundances of at least 5 RPTM in the 14 samples were used to perform Principle Component Analysis (PCA). Log-scaled normalized RPTM values plus one were applied to the prcomp function in the psych library in R to perform PCA.

### Identification of TAS3 loci in watermelon

As done previously [50], TAS3 derived tasiRNAs, siRNAs that target the ARF family genes, in Arabidopsis and rice were collected. Then, these tasiRNAs were aligned to the watermelon genome by allowing at most 2 mismatches. The neighboring sequences of the matched loci were cut out to include 250 nt from both 5’ and 3’ sides. Then we examined the typical miR390 complementary sites around the conserved tasiRNAs by predicting the miR390 sites on the cut-out sequences.

### Identification of PHAS loci in watermelon

To predict PHAS loci and phasiRNAs, we used one more small RNA profile of mixed watermelon tissues in our previous work [35] in addition to 14 small RNA profiles generated in the current study. This sRNA profile was downloaded from the from the NCBI GEO database with the accession number GSM936361. This profile and the combined file of the 14 sRNA profiles generated in this study were used to predict PHAS loci and phasiRNAs, respectively.

The PHAS loci and phasiRNA were predicted as described previously [39, 51]. The unique sequences in the small RNA libraries were mapped to Repbase (r20) [44] and The TIGR Plant Repeat Databases [43] to remove sRNAs mapped to repeats, then the remaining sRNAs were mapped to the genome of watermelon using SOAP2 [45] (see Additional file 2: Figure S2b). A self-written program was used to scan the genome and cDNA sequences using a window of 210 nt or 240 nt (ten 21 nt or 24 nt) respectively. A two-nucleotide positive offset was used to calculate the positions of siRNAs on the anti-sense strand because the existence of two-nucleotide over-hang at the 3’-end of siRNA duplex [17, 24, 26, 27]. Then a *P*-value was calculated for each of the windows using a modified version of methods in [26],

1 $$ P(X=k) = \sum_{X=k}^{m}\frac{{20m \choose n-k}{m \choose k}}{{21m \choose n}},  $$

where *n* was the number of unique 21 nt (or 24 nt) sRNAs mapped within a window, *k* was the number of phased unique 21 nt (or 24 nt) sRNAs within the window, and *m* was the number of phases. In this study, *m* was set to 10.

And a phase score was calculated for each position of the genome and cDNA sequences using the method in [52]. For a window started at a position with more than three phased unique sRNAs, i.e., when *k*≥3,

2 $$ PhaseScore = \text{ln}\left(1 + 10 \times \frac{\sum_{i = 1}^{m}P_{i}}{1+\sum_{i=1}^{m}U_{i}}\right)^{k - 2},  $$

where *P*_*i*_ was the number of phased reads at the *i*th phase from the position, *U*_*i*_ was the number of non-phased reads at the *i*th phase from the position, and *m* was the number of phases in the window, and *k* was the number of unique phased siRNAs in the window. *m* was 10 in this study.

The window with a *P*-value less than 0.05 was extended 100 bp at both 5’- and 3’-ends, then the overlapped windows were merged. The *P*-values of the merged windows were used to calculate the false positive rates using the method in [53]. The merged windows with a maximal phase scores of larger than pre-determined threshold and multiple test corrected *P*-values of smaller than 0.05 were reported as PHAS loci. The predicted PHAS loci were named with its chromosome and a unique serial number for each chromosome. “P21” and “P24” were added at the beginning of the predicted PHAS loci encoding 21 and 24 nt phasiRNAs. The neighboring PHAS loci were predicted as PHAS clusters if the distances between individual PHAS loci were smaller than 2000 base pairs. The phased siRNAs of the predicted PHAS loci were reported as phasiRNAs. The phasiRNAs of a PHAS loci were named by adding siR and a serial number to the name of the PHAS loci.

### Degradome sequencing

A leaf sample of a watermelon plant grown in greenhouse at Kunming University of Science and Technology, Kunming, Yunnan, China, was frozen in liquid nitrogen immediately after harvesting. The total RNA from the leaf of a watermelon plant was extracted using the Trizol reagent according to the manufacturer’s protocol. The integrity of the RNA was checked with an ultraviolet spectrophotometry and 2100 BioAnalyzer. The degradome of polyadenylated transcripts was sequenced using Illumina HiSeq 4,000 sequencer. The degradome sequencing profile had been deposited into the NCBI GEO database under the accession number, GSE102030.

The quality of the obtained degradome profile was evaluated with the FASTQC program. The obtained degradome profile was processed with a self-developed pipeline (see Additional file 2: Figure S2c). Firstly, the raw degradome sequencing profile was filtered to remove low quality reads that have low scored nucleotides (< 20) in the first 20 nucleotides. Next, the first 20 nucleotides in remaining reads were used in later analysis. The unique sequences were obtained and the frequencies of the unique sequences were calculated. Then, similar to sRNA profiles, unique sequences were aligned to genome and mRNAs of watermelon, Rfam (r11) [40], NONCODE (v3.0) [41], Silva [42], The TIGR Plant Repeat Databases [43] and Repbase (r20) [44] using SOAP2 [45] to calculate the numbers of reads and unique sequences mapped to different categories of molecules as well as repeats. The SOAP2 alignment result of mapping degradome reads to watermelon mRNAs was used to predict miRNA and siRNA targets, as detailed below.

### Identification of miRNA/siRNA targets in watermelon

The targets of miRNAs and tasiRNAs were predicted with the SeqTar algorithm [54]. For conserved miRNAs and tasiRNAs, the targets that had less than or equal to four mismatches were used for further analysis. For novel miRNAs, only targets with at least 1 valid read and less than 4 mismatches were used.

The targets of phasiRNAs were also predicted with the SeqTar algorithm. Only targets that have no mismatches or at least one valid degradome read and less than or equal to 3 mismatches were used for further analysis.

### Identifying miRNA complementary sites on PHAS loci

The SeqTar algorithm was used to predict miRNA complementary sites on the original transcripts of PHAS loci. For conserved miRNAs, the targets that have at least one valid read, i.e., read started at the 9th to 11th positions of a miRNA binding site (as defined in [54]), or targets that have less than 4 mismatches were used for further analysis.

## Results and discussion

### High-throughput sequencing profiles of watermelon Small RNAs

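Small RNA libraries were made from untreated watermelon plants, with 4 samples from leaves, 4 from pre-mature fruits, 3 from petals, 2 from roots and 1 from androecium, the male part of the flower. The authors removed reads with many low-quality nucleotides, trimmed the 3' adaptor and collapsed identical reads. The deposited values are therefore raw counts, the number of reads of each distinct sequence in one sample, without any normalization. The total of each library was equal to its total reads in Table S2 in 14 of 14 samples. The root libraries held 17233011 and 18786141 reads, and the leaf libraries held 18651736, 18473824, 20112730 and 14554344 reads. The petal libraries held 25341713, 24560621 and 21933561 reads, and the fruit libraries held 21933856, 19760721, 21974658 and 18794216 reads. The androecium library held 18587373 reads. Table S1 lists another total for each sample, the valid reads, from 14801313 to 25641697. These valid reads are the denominator of the RPTM values of Table S5, and they were used for RPTM values here too.

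A read of at least 18 nt was counted for a miRNA when it lay wholly within the mature sequence with 0 mismatches, and it was counted for every miRNA that it lay within. This rule gave 6732 of the 6734 raw frequencies that Table S5 lists for 481 mature miRNAs in 14 samples. Because related miRNAs share reads, each read was counted 1.82 times on average, and the counts of 116 miRNAs were equal to those of another miRNA in all samples. TAS3-derived tasiRNAs, phasiRNAs and their triggers were counted by reads identical to the full sequence. Confidence intervals and detection floors cover counting error only, since PCR copies of one molecule cannot be told apart. Samples of one tissue were treated as replicates: over miRNAs, the chi-square per degree of freedom of the 16 pairs of samples of one tissue was at least 79.6, so no pair looked like one library listed more than once. This cannot show that the samples came from separate plants. The paper describes pooled RNA, and separate libraries from the same pool could give such values too. The tests between tissues therefore assume that the samples are independent. The single androecium sample was left out of every test between tissues.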

We generated 14 small RNA libraries from the pooled RNA isolated from five different tissues (root, leaf, petal, androecium and premature fruit). Plants were grown under greenhouse conditions without special treatments. The small RNAs of these 14 samples were sequenced using Illumina HiSeq 2000 sequencer. Initially the 3’ adapter from the raw reads was trimmed and small RNAs ranging between 18–30 nucleotides were extracted. 

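The mean depth follows from 280698505 reads in 14 libraries. The smallest library was leaf sample 4 with 14554344 reads and the largest was petal sample 1 with 25341713 reads. Reads of 18 to 30 nt made up all but 0.183% to 0.528% of each library, and the remaining reads were 31 to 44 nt long. The most abundant sequence was a miR166 sequence in each library. UCGGACCAGGCUUCAUUCCCC (miR166a-3p) came first in 9 libraries and UCUCGGACCAGGCUUCAUUCC (MIR166as-3p) in 5 libraries. The first of these sequences alone made up 33.9% of the reads of petal sample 1. In the other libraries, the most abundant sequence made up between 3.10% and 9.40% of the reads.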

Upon sequencing of these 14 small RNA libraries, we obtained approximately 20 million reads for each of the libraries. Totally, we obtained 280,698,505 total reads represented by 60,516,813 unique small RNAs (Additional file 1: Table S1). 

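The unique sequences of the 14 libraries summed to 60516813, and a sequence found in several libraries is counted once for each of them in this sum. Across all libraries together there were 33969132 distinct sequences. The number of reads per unique sequence was between 3.37 and 7.25 in 13 libraries. It was 17.3 in petal sample 1, where 25341713 reads represented only 1462484 unique sequences. Among the other libraries, the number of unique sequences ranged from 2546934 in leaf sample 2 to 6119388 in fruit sample 1.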

After examining the scores per nucleotides with FASTQC, the qualities of the obtained sRNA sequencing profiles were generally good with scores above 30 for the first 25 nt (see Additional file 2: Figure S1), which include most small RNAs with 21 to 24 nt. The small RNA sequences were aligned to mRNAs of watermelon, precursors of miRNAs in the miRBase (v21), other non-coding RNAs besides miRNAs, repeat elements and genome of watermelon with SOAP2 (see details in Figure S2 and in Materials and methods). Most reads could be aligned to the genome of watermelon (see Additional file 1: Table S2), suggesting high qualities of the obtained sRNA profiles. 

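Among the reads of 18 to 30 nt, 21 nt and 24 nt were the most abundant lengths in 14 of 14 samples. The 24 nt reads came first in 13 of the samples, and the 21 nt reads came first in petal sample 1. Among unique sequences, 24 nt and 23 nt were the most abundant lengths in 14 of 14 samples. The share of 21 nt reads was 26.6% ± 3.51 (SD, n = 2) in roots, 17.6% ± 3.31 (SD, n = 4) in leaves, 35.5% ± 22.6 (SD, n = 3) in petals and 16.7% ± 2.57 (SD, n = 4) in fruits. The androecium sample had 23.3%. Petals and fruits were farthest apart, by 18.8 percentage points, and no difference among the 4 tissues was detected (exact permutation of the tissue labels over 900900 assignments, one-sided, p = 0.0960). The wide spread in petals came from petal sample 1 with 61.0%, against 18.0% and 27.6% in the other petal samples. The share of 24 nt reads was 30.2% ± 1.32 (SD, n = 2) in roots, 54.2% ± 4.02 (SD, n = 4) in leaves, 38.4% ± 19.4 (SD, n = 3) in petals and 59.2% ± 2.18 (SD, n = 4) in fruits. The androecium sample had 42.0%. Fruits and roots were farthest apart, by 29.0 percentage points, and the 4 tissues together differed by more than the replicate spread (same exact permutation test, p = 0.0253). With the sample number as a replicate block, petals and fruits differed in 21 nt share by 18.6 percentage points (exact permutation within the sample numbers over 6912 assignments, one-sided, p = 0.191). Fruits and roots then differed in 24 nt share by 28.1 percentage points, and the tissues no longer passed the threshold (same permutation within the numbers, p = 0.0943). This block was chosen after seeing the data, and the pairing is taken from the labels. The 95% Wilson intervals of these shares extended at most 0.0255 percentage points to either side, so counting error was small beside the differences between replicates. The choice that moved the 21 nt share most was counting unique sequences in place of reads, where petals and fruits differed by only 0.531 percentage points, less than the SD of 1.18 in petals. The 4 tissues together differed among unique sequences (same exact permutation test, p = 0.00595), with 7.95% in roots and 4.58% in leaves as the highest and lowest means.

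**Figure D1:**
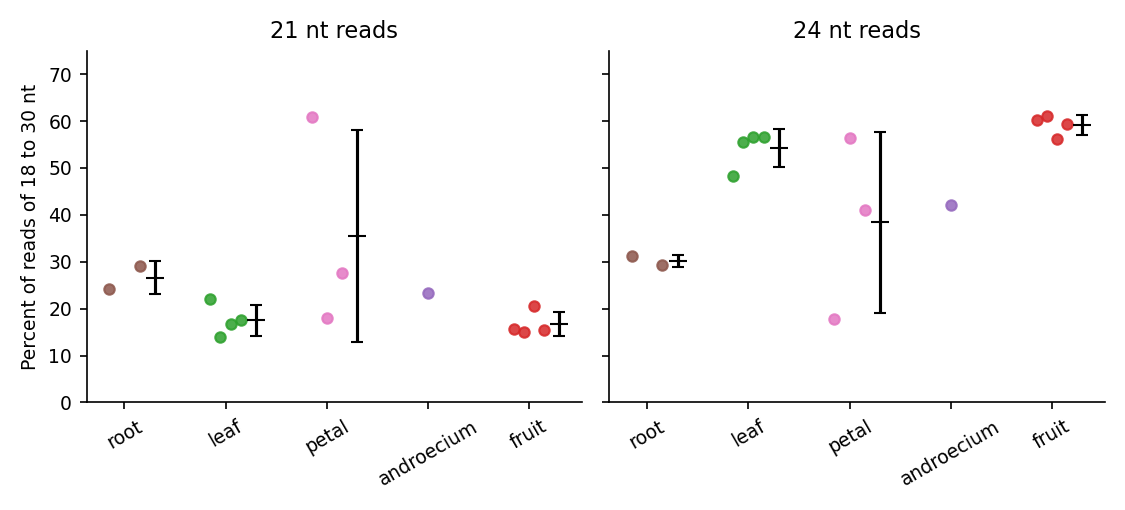
Share of 21 nt reads (left) and 24 nt reads (right) among the reads of 18 to 30 nt, in percent, for each of the 14 samples by tissue. Points are samples and bars are the mean ± SD, with no bar for the single androecium sample. Petal sample 1, at 61.0% of 21 nt and 17.8% of 24 nt reads, lies apart from the other petal samples.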

The total reads of 21 nt and 24 nt are over-represented while the unique reads of 23 nt and 24 nt are over-represented in all four libraries (Additional file 2: Figure S3). 

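Reads were matched without mismatch to the precursor sequences of Table S3. The paper instead aligned its reads to the miRBase precursors. The lengths given here are therefore for another set of precursors and do not test the paper's peak. The share of 21 nt among the reads within precursors was 95.4% on average over the 14 samples, and 21 nt was the most abundant length in each sample. Most of these reads came from the miR166 family. When the miR166 precursors were left out, the mean share of 21 nt reads fell to 51.5%, and 20 nt reads became the most abundant in both root samples and all 4 fruit samples. Among unique sequences, 21 nt made up 24.1% on average. In the fruit samples and petal sample 2, unique sequences of 24 nt were more numerous than those of 21 nt, with 32.2% against 22.2% in fruit sample 4.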

The 21 nt reads and unique sequences represents the only peak for those sequences mapped to the miRNA precursors (Additional file 2: Figure S3), consistent with the lengths of mature plant miRNAs.

### Identification of conserved miRNAs and their expression patterns in different tissues

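Table S3 as read here lists 94 precursors with a sequence, and each of the 94 had at least 1 read lying wholly within it in the 14 libraries. Reads were found in all 14 samples for 59 precursors. For 11 precursors, at least 1 of the listed arm sequences does not lie within the listed precursor sequence. Counting only arms that do, reads identical to both arms were found for 51 precursors, to one arm for 31 and to neither arm for 12. Such reads can also come from other precursors with the same arm sequence. The median precursor had 530 reads over all samples, and 22 precursors had fewer than 100 reads. The most reads, 32439500, lay within a miR166 precursor. The paper names miRNAs that had not been reported earlier with upper case MIR. Its rule compares mature sequences, so the 67 precursors named in this way need not equal the number that its text gives as not reported. They had a median of 378 reads, and the 27 named in lower case had a median of 2180 reads.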

By aligning mature miRNAs from other species to watermelon genome (see details in Figure S2 and in Materials and methods), we identified 97 pre-miRNAs of which 58 have not been reported previously (Fig. 1a and Additional file 1: Table S3). 

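All 348 mature miRNAs that are listed without a precursor had at least 1 read lying wholly within the mature sequence. Reads identical to the full mature sequence were found for 222 of them, and 126 had none. Of the 348, 60 had identical reads in all 14 samples and 25 had a single identical read in total. The median was 4 identical reads and 48.5 reads within the sequence. The largest numbers of identical reads were 23500777 for miR166a-3p, 8575812 for MIR166as-3p and 449072 for MIR319m-3p. Table S3 lists these as mature sequences without a precursor, but 22 of the 348, among them miR166a-3p and MIR319m-3p, have the sequence of an arm of a listed precursor. In all, 95 of the 348, MIR166as-3p among them, lie within a listed precursor sequence.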

We also found 348 mature miRNAs without precursor by aligning the sRNA profiles to the mature miRNAs in the miRBase (v21) (Additional file 1: Table S3). 

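The 20 families with genes in Table S4 hold 80 genes, and 18 of the 20 families had reads in all 14 samples. Counting each distinct read once, the miR166 family, which includes miR165, took 92.6% of all reads within mature miRNAs. It was followed by miR159 with 1.73%, miR319 with 1.54% and miR396 with 1.41%. The miR397 family had only 41 reads, found in 7 samples. Differences between tissues were far larger than the replicate spread for some families. The miR319 family had 28867 ± 1630 RPTM (SD, n = 4) in fruits and 1616 ± 606 RPTM (SD, n = 4) in leaves. The miR171 family, which includes miR170, had 9179 ± 2119 RPTM (SD, n = 4) in leaves and 65.2 ± 14.7 RPTM (SD, n = 2) in roots. For the miR159 family the tissue means lay close together, between 20323 ± 857 RPTM (SD, n = 2) in roots and 21677 ± 2887 RPTM (SD, n = 4) in leaves. These family totals were not tested.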

When compared to two model species, *Arabidopsis thaliana* and rice, we found 80 members that belong to 20 miRNA families that are highly conserved (Additional file 1: Table S4).

**Fig. 1:**
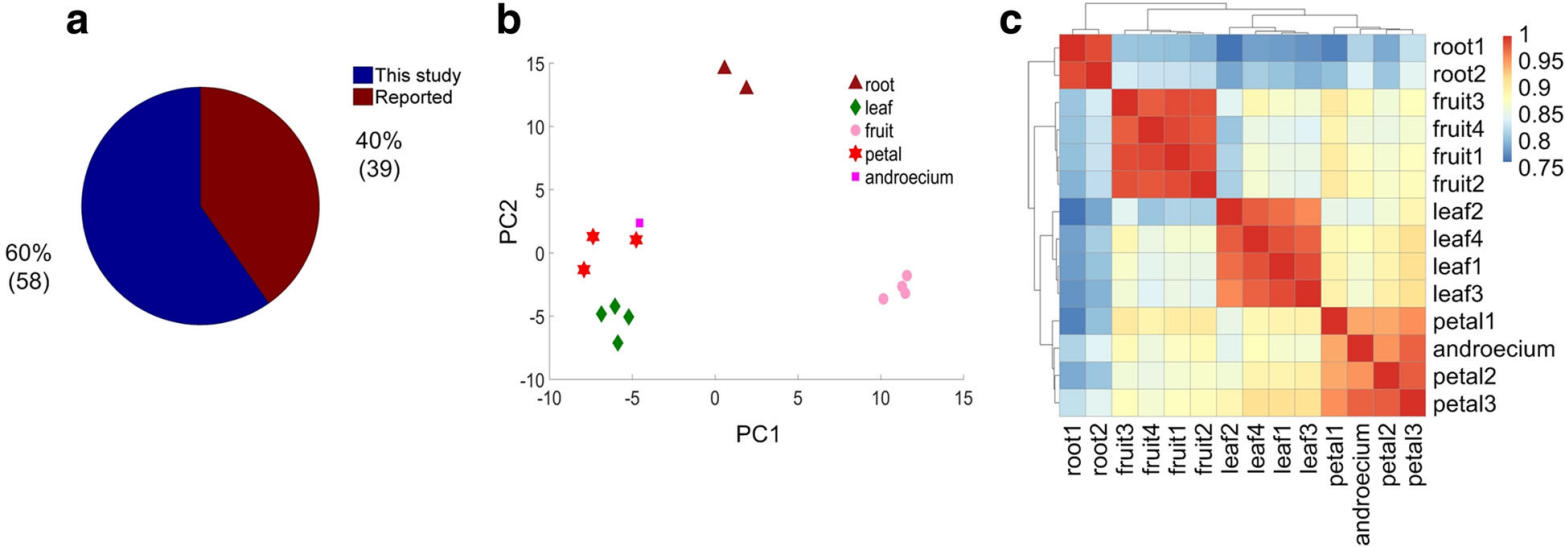
The conserved miRNAs in watermelon and their expression patterns in different tissues. **a** The number of pre-miRNAs identified in this study and that reported in literature. **b** The PCA analysis of miRNA expression profiles in different tissues. **c** The hierarchical clustering of miRNA expession profiles in different tissues

Because we have sequenced small RNAs from five different tissues of watermelon, it is feasible to assess the differences in miRNA expression patterns in root, leaf, petal, androecium and premature fruit. We performed Principle Component Analysis and Hierarchical Clustering based on the normalized frequencies of mature miRNAs (Additional file 1: Table S5). 

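Principal Component Analysis was run as the paper describes it, on log2(RPTM + 1) of the 185 miRNAs with a mean of at least 5 RPTM. The first component held 39.3% of the variance and the second 29.0%. Fruit samples had a mean of 20.8 on the first component (18.7 to 22.3, n = 4), leaf samples had -14.0 ± 0.791 (SD, n = 4) and petal samples had -6.44 ± 2.96 (SD, n = 3). The root samples were set apart by the second component, at 28.6 ± 2.29 (SD, n = 2), where the other tissues with replicates had means between -7.16 and -3.91. The androecium sample had 0.587 on the second component. On these components and with the androecium sample left out, 13 of the 13 other samples had their nearest neighbour in the same tissue. The mean distance between samples was 2.60 within tissues and 29.2 between tissues. The smallest distance between tissues, 6.68, was shorter than the largest distance within a tissue, 8.07. The androecium sample lay nearest to petal sample 2, at a distance of 4.55, and petal sample 3 lay nearer to the androecium sample than to the other petal samples.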

The samples from the same tissues were clustered together and samples from different tissues were clearly differentiated (Fig. 1b). We also found the strong correlation among the samples of the same tissues, meanwhile samples from different tissues have much lower correlation coefficient values (Fig. 1c). These results suggest that miRNAs in different tissues have important functions and perhaps involve in different physiological processes in different tissues.

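Pearson correlations were computed between samples over log2(RPTM + 1) of the 219 miRNAs that passed the paper's filter of 5 RPTM in at least 2 samples and a standard deviation of at least 1. They are correlations across miRNAs, which are not independent replicates. The mean was 0.973 over the 16 pairs of samples of one tissue, with a range of 0.936 to 0.986. Over the 62 pairs of samples of different tissues, with the androecium left out, the mean was 0.840, with a range of 0.747 to 0.919. None of these 62 pairs reached the lowest value within a tissue. The difference of 0.133 between these means was larger than for any other grouping of the 13 samples into groups of the same sizes (exact permutation over 900900 assignments, one-sided, p = 2.22e-06, the smallest p that this design gives). With the labels permuted only within the sample numbers, as a replicate block chosen after seeing the data, it was p = 0.000289 (exact permutation, one-sided). Roots were the least similar tissue, with mean correlations of 0.776 to leaves, 0.795 to petals and 0.803 to fruits. Leaves and petals were closer, with a mean of 0.889. The androecium sample had a mean correlation of 0.954 with the petal samples (0.943 to 0.971), about as high as the petal samples among themselves (0.955). Without any filter the difference between the means was 0.0795, and with a filter of 50 RPTM it was 0.196. From the separation of the tissues in clustering and correlation, the paper proposes that miRNAs have important functions and perhaps take part in different physiological processes in different tissues.

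**Figure D2:**
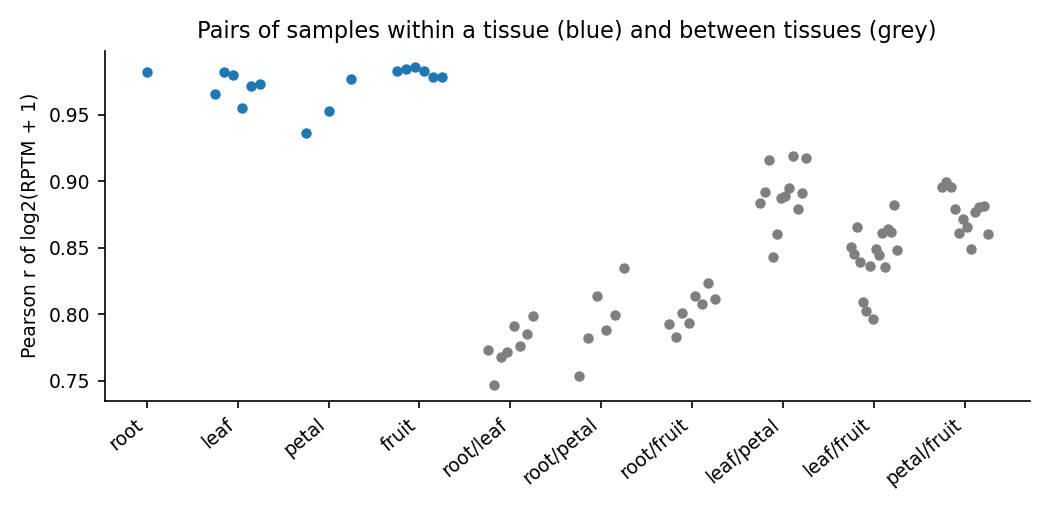
Pearson correlation of log2(RPTM + 1) over 219 miRNAs for each pair of samples, by tissue. Blue points are pairs within a tissue (0.936 to 0.986), grey points are pairs between tissues (0.747 to 0.919), and the androecium sample is not plotted.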

We also compared the abundances of conserved miRNAs for samples from root, leaf, petal, and pre-mature fruit with edgeR [49] to identify deregulated miRNAs in different tissues. This analysis has identified 87 to 153 deregulated miRNAs between the compared tissues (Additional file 1: Table S6). 

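Raw counts of each pair of tissues were fitted with edgeR's two-sided quasi-likelihood test after TMM normalization, for miRNAs with a mean count of at least 10 in one of the tissues. miRNAs with a Benjamini-Hochberg adjusted P-value under 0.05 were counted as deregulated. Between petals and leaves, 78 of 193 miRNAs were deregulated, 43 of them higher in petals. Between petals and fruits there were 102 of 187, with 61 higher in petals, and between petals and roots 96 of 207, with 42 higher in petals. Between leaves and fruits, 123 of 182 were deregulated, with 70 higher in leaves. Between leaves and roots there were 123 of 199, with 62 higher in leaves, and between fruits and roots 114 of 182, with 42 higher in fruits. The total count of petal sample 1 was dominated by miR166, and its TMM factor was between 0.333 and 0.577 in its comparisons. The choice that moved the counts most was merging miRNAs that share at least 50% of their reads, which left 24 deregulated groups of 83 between petals and leaves and 44 of 75 between leaves and fruits.

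The tissues share sample numbers, and the pairing by number is taken from the labels. With the sample number as a replicate block over the shared numbers, 67 miRNAs were deregulated between petals and leaves, 77 between petals and fruits, 48 between petals and roots, 120 between leaves and fruits, 93 between leaves and roots and 97 between fruits and roots. Over 185 miRNAs, the mean correlation of the deviations from the tissue means was -0.0194 for the 16 same-numbered pairs and 0.00622 for the 46 other pairs. Deviations from a tissue mean cancel out within the tissue, so the values of same-numbered and other pairs are tied to each other. They cannot decide whether the numbers mark real pairs. The average over same-numbered pairs hides opposite signs. For same-numbered samples the mean was 0.187 for leaves and roots, 0.115 for petals and fruits, 0.0666 for fruits and roots, -0.0121 for petals and leaves, -0.149 for leaves and fruits and -0.266 for petals and roots. With the numbers of petals and roots crossed in the block, a choice made after seeing the value for this pair, 82 miRNAs were deregulated.

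Some miRNAs differed very strongly. The standard errors given are approximate: each is the absolute log2 fold change divided by the square root of the F statistic of edgeR's test. MIR166y-5p was the most increased in leaves and in fruits relative to roots. It had 264 ± 142 TMM-normalized CPM (SD, n = 4) in leaves and 0.134 ± 0.190 (SD, n = 2) in roots, a log2 fold change of 10.57 (standard error 1.08, adjusted p = 1.65e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In fruits over roots it was 9.50 (standard error 0.798, adjusted p = 3.38e-09 from the same edgeR test). With each sample left out in turn, it was 9.70 to 12.81 for leaves over roots and 8.54 to 11.55 for fruits over roots. MIR166y-5p was nearly absent from the root samples, so the size of these changes is uncertain. MIR396q was the most reduced in leaves relative to roots, with a log2 fold change of -6.13 (standard error 0.284, adjusted p = 2.05e-07 from the same edgeR test), and in fruits relative to roots, with -8.96. MIR2950a-5p had 561 ± 313 TMM-normalized CPM (SD, n = 4) in fruits and 1.39 ± 0.959 (SD, n = 4) in leaves, a log2 fold change of -8.68 for leaves over fruits. Between leaves and fruits, MIR156u was the most increased in leaves, with a log2 fold change of 6.10. The largest changes with petals were 7.11 for MIR171e-5p and -5.32 for MIR396q over roots, 4.88 for MIR156ae and -4.89 for miR390a-5p over fruits, and 3.96 for MIR166r and -3.61 for MIR156aaa over leaves. MIR156u, MIR156ae, MIR156aaa and MIR396q had too few reads identical to the full sequence to pass the filter in these comparisons, so their counts rest on shorter reads that related miRNAs can share.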

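The sequence of MIR156i-5p is UGACAGAAGAGAGUGAGCAC. It had 3344 ± 629 TMM-normalized CPM (SD, n = 4) in leaves and 353 ± 195 (SD, n = 3) in petals, a log2 fold change of 3.24 for leaves over petals (standard error 0.494, adjusted p = 0.000176 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against fruits, it had 3454 ± 530 in leaves (SD, n = 4) and 665 ± 101 in fruits (SD, n = 4), a log2 fold change of 2.38 (standard error 0.238, adjusted p = 1.45e-07 from the same edgeR test). Against roots, it had 4173 ± 674 in leaves (SD, n = 4) and 10242 ± 6269 in roots (SD, n = 2), a log2 fold change of -1.30 for leaves over roots (standard error 0.334, adjusted p = 0.00747 from the same edgeR test). Both root samples were above all 4 leaf samples. With the replicate block the log2 fold change of leaves over roots was -1.01 and no longer passed the threshold (adjusted p = 0.153 from the same edgeR test). With one sample left out in turn, it ranged from -1.82 to -0.54.

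MIR319g (UUGGACUGAAGGGAGCUCCCU) had 9070 ± 2694 TMM-normalized CPM (SD, n = 3) in petals and 683 ± 247 (SD, n = 4) in leaves. The log2 fold change was 3.73 (standard error 0.426, adjusted p = 3.20e-05 from the same edgeR test), and it stayed between 3.54 and 4.06 with one sample left out in turn. MIR167f-5p (UGAAGCUGCCAGCAUGAUCUG) had 4439 ± 1787 (SD, n = 3) in petals and 1004 ± 203 (SD, n = 2) in roots. The log2 fold change was 2.15 (standard error 0.698, adjusted p = 0.00640 from the same edgeR test). With the replicate block it was 1.81 and did not pass the threshold (adjusted p = 0.219 from the same edgeR test). With the numbers of petals and roots crossed in the block, chosen after seeing the data, it was also 1.81 and passed (adjusted p = 0.0128 from the same edgeR test).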

For examples, MIR156i_5p has higher expression levels in leaves than in the roots, petals, and fruits; MIR319g has higher expression level in petals than in leaves; MIR167f-5p has higher expression level in petals than in roots (Additional file 1: Table S7).

We also identified 9 putative novel miRNAs in watermelon (Additional file 1: Table S8). Although miRNA and miRNA* were identified for these miRNAs, their expression levels are generally very low when being compared to conserved miRNAs, suggesting that these novel miRNAs may be non-functional or not functionally important.

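The 9 hairpins of Table S8 have 18 mature sequences on 2 arms, and each of the 18 is 24 nt long. Over the 14 libraries, the number of reads within one mature sequence was between 1 and 6513. The most abundant was ACCGCGAUAGACUCAGAUAGACAU on the 5p arm of the hairpin on chromosome 4 from 18618267 to 18618471, with a mean of 232 RPTM. The arms were very unequal: the more abundant arm had between 8.64 and 1278 times the reads of the other, with a median of 68.5. Of the 18 sequences, 9 had fewer than 100 reads and 9 were found in all 14 samples. The mean RPTM of these 18 sequences was 40.1 ± 17.2 (SD, n = 14), while that of the 450 conserved miRNAs with reads was 4743 ± 3713 (SD, n = 14). It was lower than the mean of the conserved miRNAs in 14 of 14 samples. The median RPTM of the 18 sequences was 5.33 ± 3.57 (SD, n = 14), while that of the conserved miRNAs was 0.992 ± 0.455 (SD, n = 14). The median of the 18 sequences was the higher one in 13 of 14 samples. Many conserved entries had few reads: 348 are listed without a precursor, 126 of these had no identical read, and their median was 4 identical reads. The 18 sequences were predicted from these same libraries. The comparison of medians therefore depends on how the lists were made. When only reads identical to the full sequence were counted, the median of the 18 sequences was 1.81 RPTM on average, and it was higher in 9 samples, lower in 4 and equal in 1. From the low expression levels, the paper proposes that these miRNAs may be non-functional or not functionally important.

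**Figure D3:**
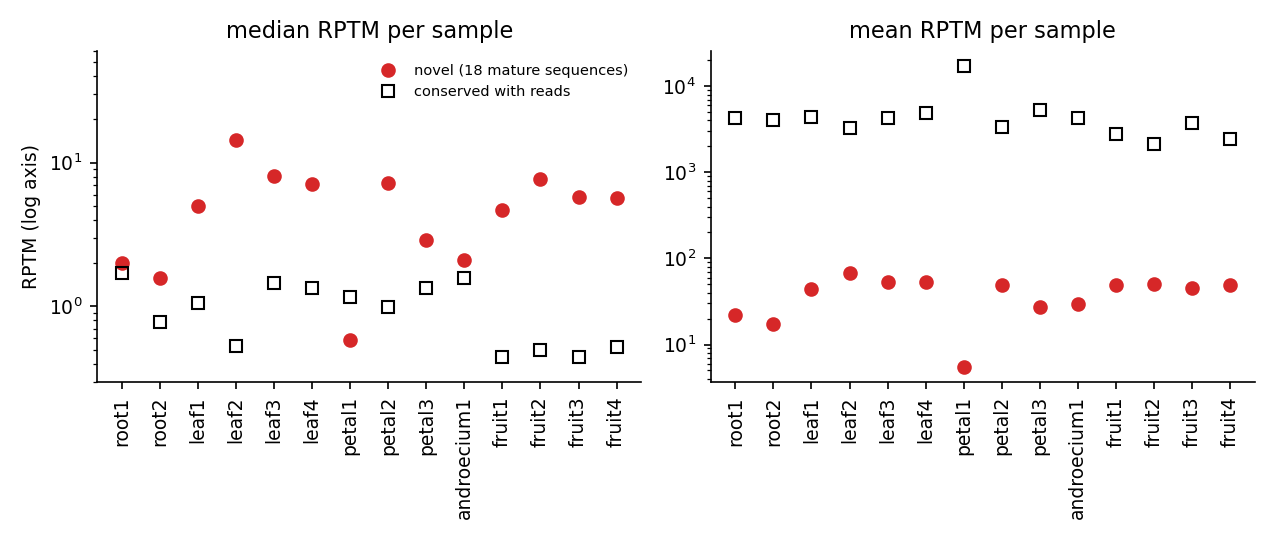
Median (left) and mean (right) RPTM of the 18 mature sequences of Table S8 (filled circles) and of the 450 conserved miRNAs with reads (open squares) in each of the 14 samples, on log axes. The means of the conserved miRNAs lie above those of the 18 sequences in 14 of 14 samples, and the medians lie below in 13 of 14.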

### Identifying miRNA targets in watermelon

To identify the miRNA targets, we generated a degradome profile with over 23 million reads, of which most could be aligned to watermelon genome (Additional file 1: Table S9). The nucleotide scores of the obtained degradome were of high quality since most nucleotides had scores above 35 (Additional file 2: Figure S4). We identified targets of conserved miRNA by analyzing the obtained degradome profile of watermelon leaf using the SeqTar algorithm [54]. This analysis revealed 127 conserved targets for conserved miRNA families and TAS3 generated tasiARFs (Additional file 2: Tables S10 and S11).

Some of the conserved miRNA targets are shown in Fig. 2. The miR160 family targets 5 ARF genes (in Additional file 1: Table S10), of which two are shown in Fig. 2a and 2b. The miR166 family targets five HD-Zip transcription factors (in Additional file 1: Table S10), of which two are shown in Fig. 2c and 2d. The miR171 family targets eight SCL transcription factors (in Additional file 1: Table S10), of which two are shown in Fig. 2e and 2f. The miR393 family targets 8 F-box genes (in Additional file 1: Table S10), of which two are shown in Fig. 2g and 2h. The miR396 family targets 8 GRF transcriptional factors (in Additional file 1: Table S10), of which one is shown in Fig. 2i. Several other conserved miRNAs also cleaved their targets with significant number of valid degradome reads (see Additional file 2: Figure S5).

**Fig. 2:**
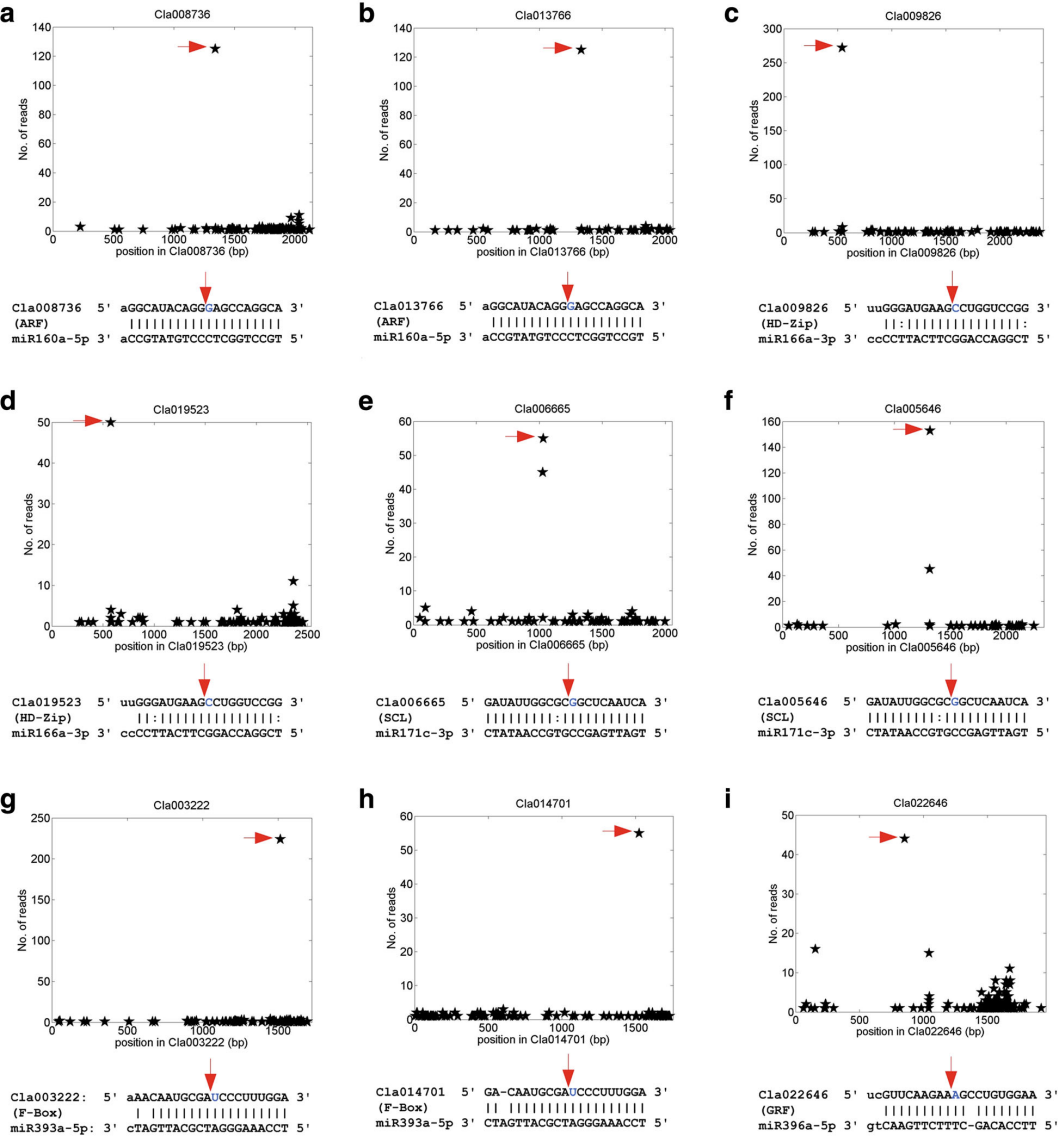
Some of the identified conserved miRNA targets. The x-axis is the position on the transcript, and y-axis is the number of reads detected from a position. The arrows in the upper parts correspond to the positions pointed by the arrows of the same colors in the lower parts. **a** miR160a-5p:Cla008736, an ARF gene. **b** miR160a-5p:Cla013766, an ARF gene. **c** miR166a-3p:Cla009826, an HD-Zip gene. **d** miR166a-3p:Cla019523, an HD-Zip gene. **e** miR171c-3p:Cla006665, a GRAS/SCL transcription factor gene. **f** miR171c-3p:Cla005646, a GRAS/SCL transcription factor gene. **g** miR393a-5p:Cla003222, an F-box gene. **h** miR393a-5p:Cla014701, an F-box gene. **i** miR393a-5p:Cla003222, a GRF gene

In additional to those 127 conserved targets (in Additional file 1: Table S10), conserved miRNA may regulate non-conserved targets as well (Additional file 1: Table S12). Only 48 putative targets were identified for novel miRNAs and most of these targets have no or very limited valid reads at the identified miRNA complementary sites (Additional file 1: Table S13), again suggesting these novel miRNAs might be non-functional.

### Identification of TAS3 loci in watermelon

We previously found one TAS3 in watermelon by analyzing ESTs (Expressed Sequencing Tags) of watermelon [35]. In this study, the previously identified TAS3 loci was found on chromosome 6 of watermelon, named as TAS3a (Fig. 3a). We found an additional TAS3 locus in this study, named as TAS3b, on chromosome 2 of watermelon in this study (Fig. 3b). Both of these two loci have typical miR390 sites beside the tasiRNA generation region (Fig. 3b to c). It is interesting that both the 5’ and the 3’ miR390 site on TAS3b could induce cleavage of TAS3b transcripts (Fig. 3d), and the 5’ miR390 site is the major site that induces more cleavages on TAS3b transcripts. 

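In the sequences printed in Fig. 3a, TAS3a on chromosome 6 spans 262 nt from the start of the 5' miR390 site to the end of the 3' miR390 site, and TAS3b on chromosome 2 spans 212 nt. Counted from the first base of the 5' site, the 3' site lies from 242 to 262 on TAS3a and from 192 to 212 on TAS3b. Reads identical to miR390a-5p (AAGCUCAGGAGGGAUAGCGCC) were found in all 14 samples, 6923 in total. They amounted to 550.1 ± 234 RPTM (SD, n = 4) in fruits, 230.0 ± 62.0 (SD, n = 4) in leaves, 61.5 ± 9.80 (SD, n = 2) in roots and 46.2 ± 43.3 (SD, n = 3) in petals. The androecium sample had 37.0 RPTM. On the scale of log2(RPTM + 1), fruits exceeded petals by 4.00, and the 4 tissues together differed by more than the replicate spread (exact permutation of the tissue labels over 900900 assignments, one-sided, p = 0.000304). With the sample number as a replicate block, chosen after seeing the data, fruits exceeded petals by 4.03 (exact permutation within the numbers, one-sided, p = 0.00637).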

The 10 to 11 positions of 5’ miR390 sites are complementary on TAS3b, but not matched on TAS3a (Fig. 3b), which might be the reason that the 5’ miR390 site on TAS3b is cleavable, but non-cleavable on TAS3a. TAS3b shows a clear phased siRNA generation patterns in one of the sRNA profiles used (Fig. 3e). TAS3a and TAS3b encode two and one tasiRNAs, respectively (Fig. 3a and f). These three tasiRNAs target 4 ARF genes (Fig. 3g). 

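Reads identical to TAS3a_D8(+) (UUCUUGACCUUGUAAGACCUU) and TAS3a_D7(+) (UUCUUGACCUUGUAAGACCCA) were found in all 14 samples, with 2326 and 943 reads in total. TAS3a_D8(+) had 169.9 ± 60.8 RPTM (SD, n = 4) in fruits, 97.5 ± 15.1 (SD, n = 4) in leaves, 24.3 ± 9.92 (SD, n = 2) in roots and 7.87 ± 1.41 (SD, n = 3) in petals. The androecium sample had 5.81 RPTM. TAS3a_D7(+) followed the same order, with 68.6 ± 26.8 RPTM (SD, n = 4) in fruits, 38.8 ± 13.5 (SD, n = 4) in leaves, 11.0 ± 4.51 (SD, n = 2) in roots and 3.76 ± 1.41 (SD, n = 3) in petals. On the scale of log2(RPTM + 1), fruits exceeded petals by 4.20 for TAS3a_D8(+) and by 3.82 for TAS3a_D7(+). For both, the 4 tissues together differed by more than the replicate spread (exact permutation of the tissue labels, one-sided, p = 8.88e-06 and p = 2.44e-05). With the sample number as a replicate block, chosen after seeing the data, the values were 4.31 and 3.92 (exact permutation within the numbers, one-sided, p = 0.000579 and p = 0.00231). TAS3b_D6(+) (UUCUUGACCUUGCAAGUCCAG) had 3 identical reads in total, 1 in a leaf sample and 2 in a fruit sample. A count of 3 reads corresponds to 1.17 to 2.03 RPTM at the depth of these libraries, so differences of TAS3b_D6(+) between tissues were not detectable at this depth (exact permutation, one-sided, p = 1).

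**Figure D4:**
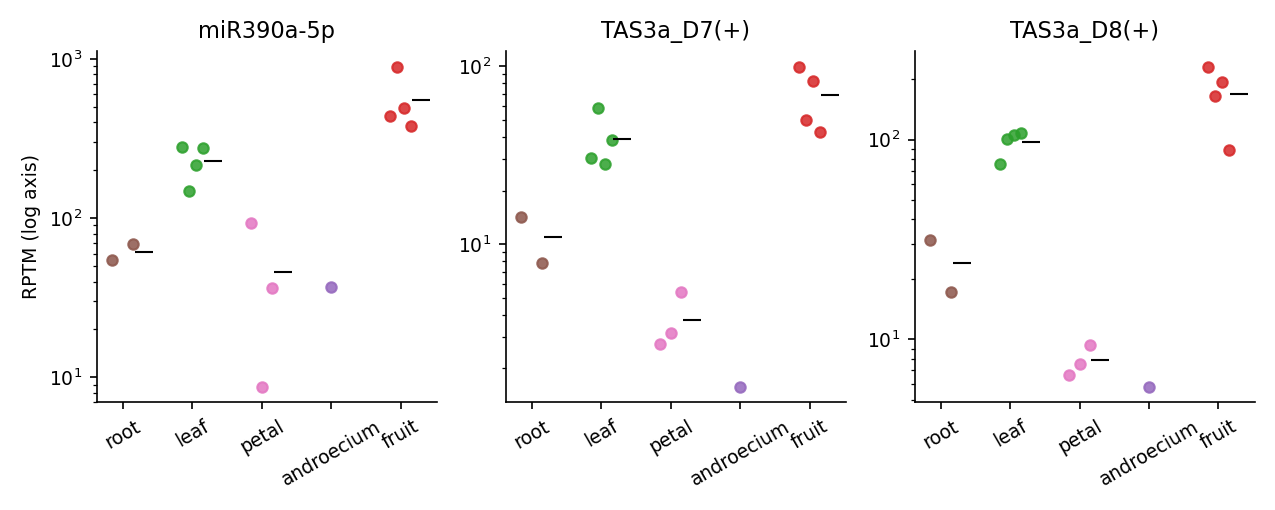
RPTM of reads identical to miR390a-5p (left), TAS3a_D7(+) (middle) and TAS3a_D8(+) (right) in each of the 14 samples by tissue, on log axes. Points are samples and short lines are tissue means. For all 3 sequences the mean is highest in fruits, then leaves, then roots, and lowest in petals among the tissues with replicates.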

Two ARF genes were cleaved by these TAS3-derived tasiRNAs at two different sites as revealed by the degradome analysis (Fig. 3h and i).

**Fig. 3:**
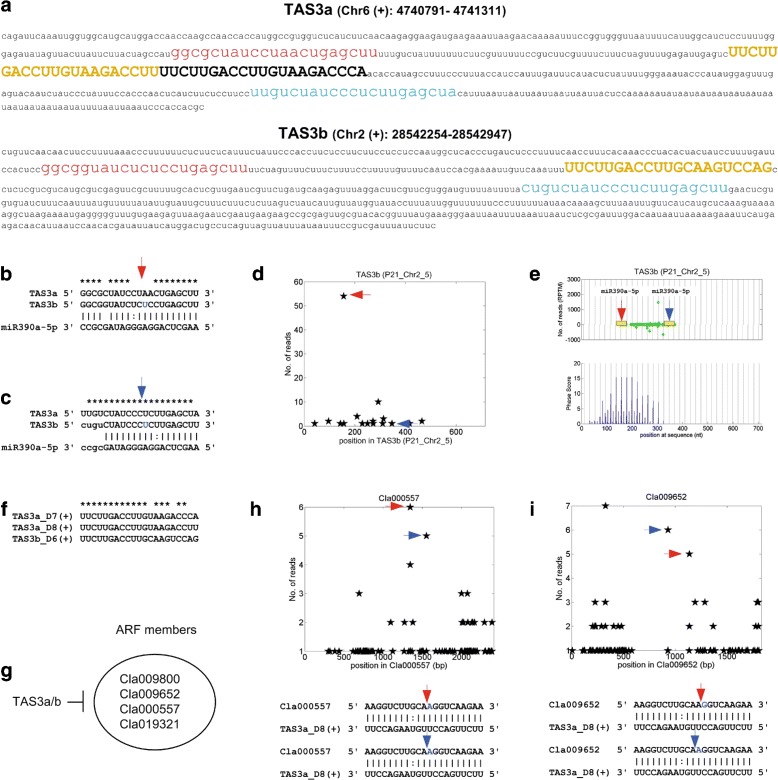
The TAS3 loci identified in watermelon. **a** The sequence and genomic locus of TAS3a and TAS3b. The red and blue region are the 5’ and 3’ miR390 complementary sites. The yellow and black regions in upper cases are the tasiRNAs that target ARF genes. **b** The 5’ miR390 site on TAS3a and TAS3b. **c** The 3’ miR390 site on TAS3a and TAS3b. **d** The distribution of degradome reads on TAS3b transcript. The two positions pointed by red and blue arrows correspond to the 5’ and 3’ miR390 site shown in Part **b** and **c**, respectively. **e** The distribution of small RNA reads in the small RNA profile of mixed tissues (GSM936361) on TAS3b. **f** The tasiRNAs that target ARF genes in TAS3a and TAS3b, named by following the scheme in [15]. **g** Four ARF genes that are targeted by TAS3 derived tasiRNAs. **h** The T-plot of and complementary sites of TAS3a_D8(+):Cla000557. **i** The T-plot of and complementary sites of TAS3a_D8(+):Cla009652. In Part **h** and **i**, the x-axis is the position on the transcript, and y-axis is the number of reads detected from a position. The arrows in the upper parts correspond to the positions pointed by the arrows of the same colors in the lower parts

Typically, the 3’ miR390 is the only or major site that could induce cleavage on TAS3 transcripts [20]. But Xia et al. [55] noticed that many spruce TAS3 genes include a cleavable 5’ miR390 site. Thus, our results indicate that TAS3 loci of other species may also have cleavable 5’ miR390 sites in addition to spruce.

### PHAS loci in watermelon

The combined sRNA profiles of 14 samples in this study and one additional sRNA profile downloaded from NCBI GEO database were aligned to watermelon genome using SOAP2 [45], respectively. Then, we used a self-written program to predict PHAS loci and phasiRNAs from the alignment results of SOAP2 based on methods described earlier (see Materials and methods for details). We predicted one hundred and one 21nt PHAS loci by using a phase score threshold of 5 and a multiple-test corrected *P*<0.05 (Additional file 1: Table S14). These PHAS loci produced at least four unique twenty-one nt phasiRNAs that were sequenced in the sRNA libraries used in study. We aligned the obtained PHAS sequences to NCBI Nucleotide Collection (nr/nt) database, the coding gene of watermelon and the TIGR Plant Repeat database to obtain putative annotation of the predicted PHAS loci (details are given in Additional file 1: Table S14). These PHAS loci were mainly originated from protein coding genes (Fig. 4a). The second largest category is repeats (as shown in Fig. 4a). 

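Reads of 21 nt from the 14 libraries were matched without mismatch to both strands of the TAS3 regions of Fig. 3a. The sequences and miR390 sites were typed by hand from the figure, and a typing error would change the registers. Registers were counted modulo 21 from the first base of the 5' miR390 site, with the offset of 2 nt that the paper applies to the reverse strand. TAS3a had 77306 such reads, 41.1% of them on the reverse strand, and TAS3b had 253628, 66.7% of them on the reverse strand. If the reads were spread evenly, each register would hold 4.76%. On TAS3a, the register set by cleavage at the 3' miR390 site was the most abundant with 30.9% of the reads. The next register held 22.0% and includes TAS3a_D7(+) and TAS3a_D8(+). On TAS3b, the register set by cleavage at the 3' site was also the most abundant, with 53.1% of the reads. It held 76.1% of the reverse-strand reads but 7.17% of the forward-strand reads. Register 2 held 25.0% of the reads and most of the forward-strand reads, 58774 of 84520. On TAS3a, the register of the 3' site held 38.4% of the forward-strand and 20.1% of the reverse-strand reads. The register set by cleavage at the 5' site held 1.21% on TAS3a and 1.75% on TAS3b.

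Phase scores and p-values followed the paper's formulas over a window of 10 phases, but with occupied positions in place of the unique sRNAs that the paper counts. Windows could run past the end of the printed region, so that not all of the 10 phases in the formulas could hold reads of both strands. The TAS3a region held 278 unique 21 nt sequences, more than its occupied positions. With this change, the highest phase score of the combined libraries was 12.0 for TAS3a and 12.6 for TAS3b. In the TAS3a window of the combined libraries, 9 of the occupied positions were in phase, and the p-value was 0.342. For TAS3b, 122 positions were occupied, 7 of them in phase, and the p-value was 0.331. This p-value does not use the numbers of reads. It belongs to the window with the highest phase score, of 74 scanned for TAS3a and 24 for TAS3b. It was not corrected for this choice. In single libraries, where fewer positions are occupied, it was between 0.00138 and 0.0698 for TAS3a and between 0.000558 and 0.161 for TAS3b. The phase score of single libraries was between 6.25 and 12.4 for TAS3a and between 4.64 and 13.0 for TAS3b. The window with the highest score lay in the register of the 3' site, except for TAS3b in petal samples 1 and 3 and the androecium sample (register 2) and for TAS3a in petal sample 2 (register 21).

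**Figure D5:**
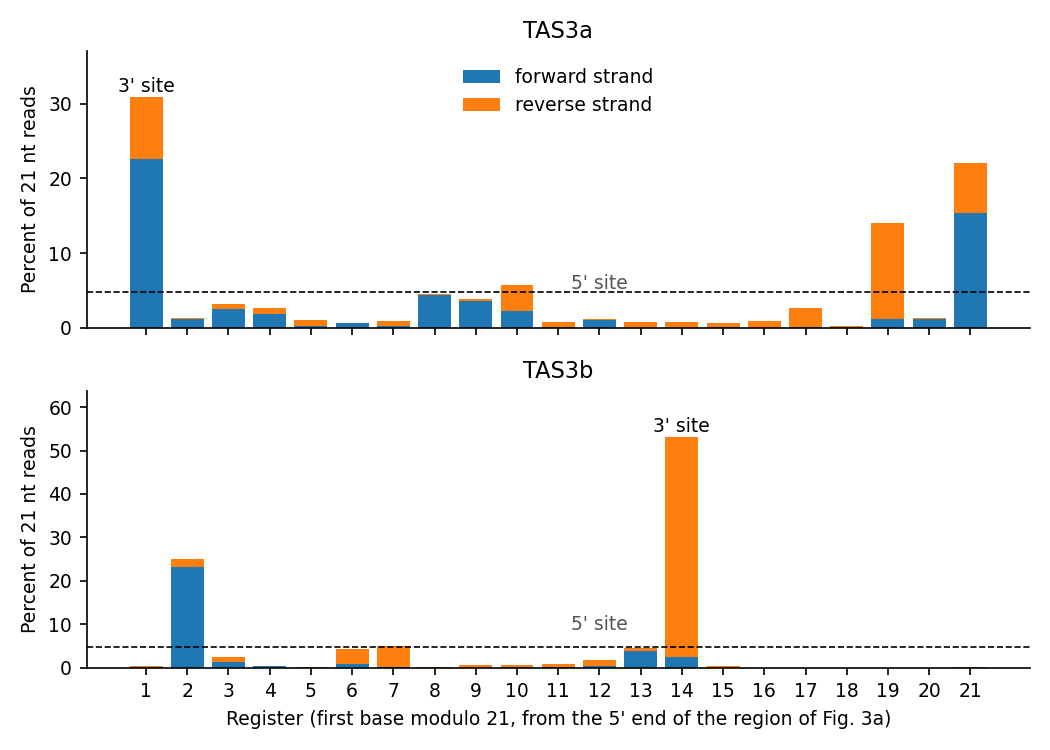
Percent of the 21 nt reads of TAS3a (top, 77306 reads) and TAS3b (bottom, 253628 reads) in each of the 21 registers, summed over the 14 libraries, with forward-strand and reverse-strand reads stacked. The dashed line marks an even spread (4.76%), and labels mark the registers set by cleavage at the 3' and 5' miR390 sites. The register of the 3' site is the highest at both loci.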

One of the predicted 21 nt PHAS loci is a TAS3 locus.

**Fig. 4:**
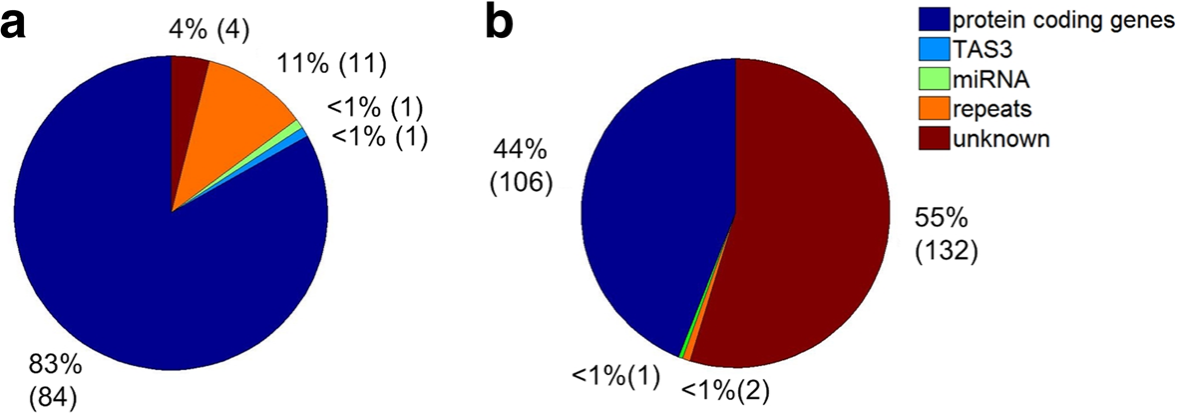
The categories of predicted PHAS loci. **a** The categories of 21 nt PHAS loci. **b** The categories of 24 nt PHAS loci

Two hundred and forty one 24 nt PHAS were predicted by using a phase score threshold of 5 and a multiple-test corrected *P*<0.05 (Additional file 1: Table S15). The 24 nt PHAS loci are different from the 21 nt PHAS loci in watermelon, with the largest category belonging to unknown category (Fig. 4b). The second largest category of 24 nt PHAS loci is protein coding genes (Fig. 4b).

As miRNAs are critical in generation of phasiRNAs, we identified miRNA triggers for these PHAS loci on both strands by using the degradome sequencing profile and the SeqTar algorithm. We found that the MIR169r-5p may trigger the generations of 21 phasiRNAs at three PHAS loci (Fig. 5). 

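MIR169r-5p (UGAGCCAAAGAUGACUUGCCU) was found in all 14 samples, but with only 212 identical reads in total. It had 13.0 ± 7.51 RPTM (SD, n = 3) in petals, 6.91 ± 2.65 (SD, n = 4) in leaves, 3.86 ± 4.02 (SD, n = 4) in fruits and 3.49 ± 1.72 (SD, n = 2) in roots. The androecium sample had 12.7 RPTM. No difference between tissues was detected (exact permutation of the tissue labels, one-sided, p = 0.131). The same held with the sample number as a replicate block, chosen after seeing the data (exact permutation within the numbers, one-sided, p = 0.0590). Petals exceeded fruits by 1.61 on the scale of log2(RPTM + 1), with a pooled replicate SD of 0.840, so a difference is not excluded. The phasiRNA P21_Chr7_8_siR2 (AUUCGCACUUGGUAGUACCCC), shown in Fig. 5c, had 117 identical reads and was found in all 14 samples. Its abundance was 6.22 ± 5.99 RPTM (SD, n = 4) in leaves, 3.91 ± 3.31 (SD, n = 2) in roots, 3.70 ± 1.18 (SD, n = 3) in petals and 2.28 ± 2.66 (SD, n = 4) in fruits, and it did not differ detectably between tissues (exact permutation, one-sided, p = 0.495). The phasiRNA P21_Chr0_4_siR4 (GCCGGUCAAACAGGUCUGUGA), with the sequence that Fig. 5a and Fig. 5b share, had 0 identical reads in 14 libraries. Its sequence was read from the figure by eye, and a misread base would also give 0 identical reads. The smallest abundance that 3 reads can show was between 1.17 and 2.03 RPTM in these libraries.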

All of these three loci are unknown proteins (Additional file 1: Table S14). Except miR390 with 21 nt, most miRNA triggers of 21 nt PHAS loci are 22 nt, such as miR482/miR2118 [14, 19, 27, 56, 57], miR828 [24, 25, 32, 33, 56], and miR7122, miR1509, miR173 [17, 24, 27]. Our results suggested that MIR169r-5p, with 21 nt, potentially triggers the generation of phasiRNAs.

**Fig. 5:**
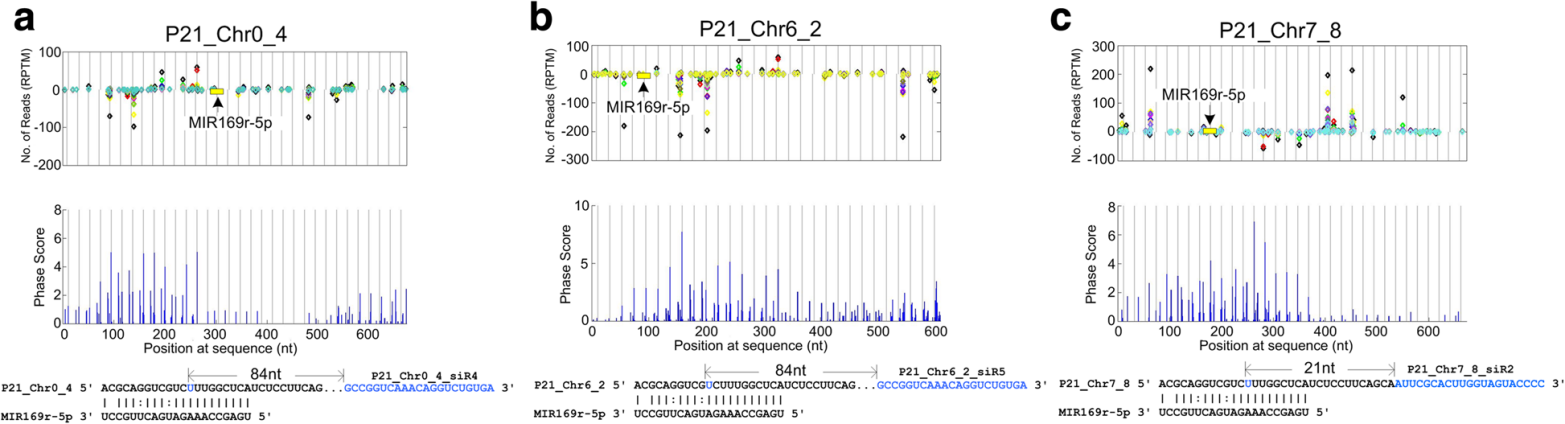
The reads distribution and Phase Scores for three 21 nt PHAS loci potentially triggered by MIR169r-5p. The vertical gray lines with distances of 21 nt are the phased positions from the position with the highest phase scores of the PHAS loci. The yellow boxes in the read distribution panel represent the MIR169r-5p complementary sites. Sites pointed by miRNAs from above and under zero read line means miRNAs complement to the plus and minus strand of the predicted PHAS loci, respectively. The predicted MIR169r-5p complementary sites are shown below the phase score panel. The blue region after the complementary sites are one of the phasiRNAs generated from the PHAS loci. **a** P21_Chr0_4. **b** P21_Chr6_2. **c** P21_Chr7_8

In several previous studies, we found the some PHAS loci in other species may generate both 21 and 24 nt phasiRNAs [39, 56]. In this study, we found that three PHAS loci may generate both 21 and 24 nt phasiRNAs (Fig. 6). Only the first locus shown in Fig. 6a was annotated as an unknown gene, the other two loci in Figs. 6b and c were intergenic or un-annotated genes.

**Fig. 6:**
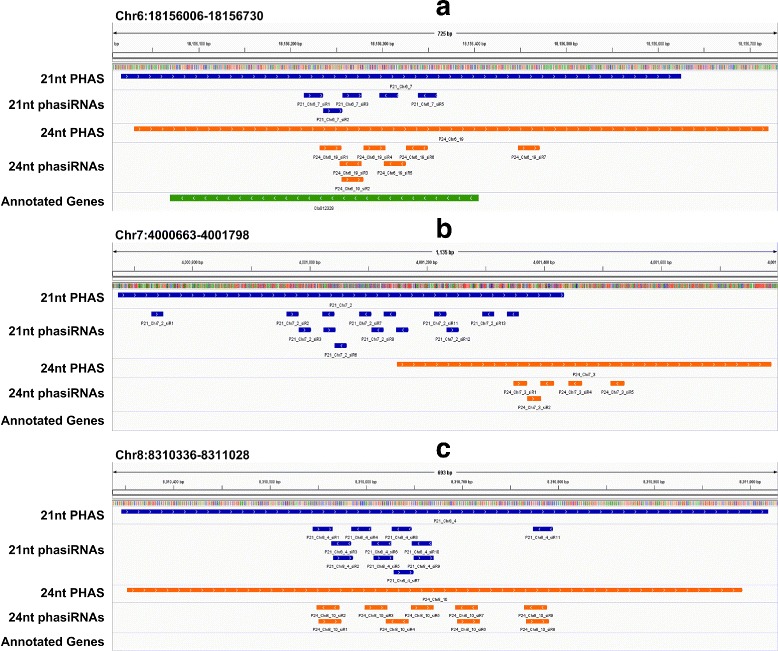
Three loci that generate both 21 nt and 24 nt phasiRNAs in watermelon. The blue and orange lanes represent the 21 nt PHAS/phasiRNAs and 24 nt PHAS/phasiRNAs in watermelon, respectively. **a** P21_Chr6_7/P24_Chr6_19, from an unknown gene locus (Cla012328). **b** P21_Chr7_2/P24_Chr7_3 from an intergenic or un-annotated region. **c** P21_Chr8_4/P24_Chr8_10 from an intergenic or un-annotated region

We did not find miR482 and miR2118 in watermelon, as in previous studies [34–38], suggesting that this miRNA family is non-conserved in watermelon. The miR482/miR2118 family is reported to trigger phasiRNAs by targeting NB-LRR genes in some plant species [24, 27–31, 51]. Overall, our results suggest that the miR482/miR2118 triggered phasiRNA generation pathway is not conserved in curcubits.

### Putative phasiRNAs targets in watermelon

The 101 and 241 PHAS loci encoding 851 and 1227 twenty one and twenty four nt phasiRNAs, respectively (in Additional file 1: Table S16 and S17, respectively).

We found that in addition to some *cis*-targets, where phasiRNAs target their own transcripts, some phasiRNAs may target other genes in *trans* (see Additional file 1: Table S18 and S19 for 21 and 24 nt phasiRNAs, respectively). For examples (see Additional file 2: Figure S6), P21_Chr10_2_siR6 targets Cla021422, a BHLH transcription factor; P21_Chr1_12_siR7 target Cla005420, a photosystem II polypeptide; P21_Chr6_4_siR13 targets Cla006161, a Hydroxycinnamoyl transferase and P21_Chr5_3_siR3 targets Cla018830, a NADPH-cytochrome P450 reductase. These phasiRNAs induce significant cleavages on their corresponding target transcripts, suggesting that they might have *trans*-targets.

## Conclusion

Watermelon is an important plants for economical and agricultural reason. In depth miRNA and PhasiRNA studies have been lacking for this important species. We systematically sequenced 14 small RNA profiles for five different tissues of watermelon, and identified 97 pre-miRNAs, 101 PHAS loci encoding 21 nt phasiRNAs, and 241 PHAS loci encoding 24 nt phasiRNAs. The expression patterns of miRNAs vary in different tissues and show to be very similar for samples of the same tissues. Samples from the same tissues could be corrected clustered based on the expression profiles of miRNAs, suggesting the important functions of miRNAs in different tissues. We also identified one additional TAS3 locus. One hundred and twenty seven targets of conserved miRNAs and TAS3 derived tasiRNAs were identified by analyzing a degradome profile. These results significantly improved our knowledge of sRNA guided gene regulations in watermelon.

## Additional files

Additional file 1 This is an MS Excel file. This file includes 19 supplementary tables.

Additional file 2 This is a pdf file. This file includes 6 supplementary figures.

## Abbreviations

AGO: Argonaute
ARF: Auxin response factor
BHLH: Basic helix-loop-helix
BLAST: Basic local alignment search tool
BLASTN: Nucleotide BLAST
CC: Correlation coefficient
cDNA: Complementary DNA
DCL1: Dicer like-1
dsRNAs: Double strand RNAs
ESTs: Expressed sequencing tags
FDR: False discovery rate
GRF: Growth regulatory factors
HD-Zip: Homeodomain leucine zipper family of transcription factors
logFC: log2FoldChange
miRNAs: microRNAs
MYB: Myeloblastosis family of transcription factors
NADPH: Nicotinamide adenine dinucleotide phosphate
NB-LRR: Nucleoside-binding site leucine rich repeat genes
PCA: Principle component analysis
phasiRNAs: Phased small interfering RNAs
PPR: Pentatricopeptide repeats
RDR6: RNA-dependent RNA polymerase 6
RISC: RNA-induced silencing complex
RNA-seq: RNA sequencing
RPTM: Reads Per Ten Million sequencing tags
SCL: Scarecrow-like transcription factor
SeqTar: SEQuencing-based sRNA TARget prediction siRNAs: Small interfering RNAs
SOAP: Short oligonuclotide analysis program
sRNA: small RNA
tasiRNAs: *Trans*-acting small interfering RNAs

## References

[1] Voinnet O (2009). Origin, biogenesis, and activity of plant MicroRNAs. Cell.

[2] Chen X (2012). Small RNAs in development–insights from plants. Curr Opin Genet Dev.

[3] Sunkar R, Li Y-F, Jagadeeswaran G (2012). Functions of microRNAs in plant stress responses. Trends Plant Sci.

[4] Chen X (2009). Small RNAs and their roles in plant development. Annu Rev Cell Dev.

[5] Park W, Li J, Song R, Messing J, Chen X (2002). CARPEL FACTORY, a Dicer homolog, and HEN1, a novel protein, act in microRNA metabolism in *Arabidopsis thaliana*. Curr Biol.

[6] Bartel DP (2004). MicroRNAs: genomics, biogenesis, mechanism, and function. Cell.

[7] Jones-Rhoades MW, Bartel DP, Bartel B (2006). MicroRNAs and their regulatory roles in plants. Annu Rev Plant Biol.

[8] Sunkar R, Zhu J-K (2007). MicroRNAs and short-interfering RNAs in plants. J Integr Plant Biol.

[9] Pasquinelli AE (2012). MicroRNAs and their targets: recognition, regulation and an emerging reciprocal relationship. Nat Rev Genet.

[10] Axtell MJ (2013). Classification and comparison of small RNAs from plants. Annu Rev Plant Biol.

[11] Vasudevan S, Tong Y, Steitz JA (2007). Switching from repression to activation: microRNAs can up-regulate translation. Science.

[12] Vasudevan S (2012). Posttranscriptional upregulation by microRNAs. Wiley Interdiscip Rev RNA.

[13] Xiao M, Li J, Li W, Wang Y, Wu F, Xi Y, Zhang L, Ding C, Luo H, Li Y (2017). MicroRNAs activate gene transcription epigenetically as an enhancer trigger. RNA Biol.

[14] Fei Q, Xia R, Meyers BC (2013). Phased, secondary, small interfering RNAs in posttranscriptional regulatory networks. Plant Cell.

[15] Allen E, Xie Z, Gustafson AM, Carrington JC (2005). microRNA-directed phasing during trans-acting siRNA biogenesis in plants. Cell.

[16] Xie Z, Allen E, Wilken A, Carrington JC (2005). DICER-LIKE 4 functions in trans-acting small interfering RNA biogenesis and vegetative phase change in *Arabidopsis thaliana*. Proc Natl Acad Sci USA.

[17] Howell MD, Fahlgren N, Chapman EJ, Cumbie JS, Sullivan CM, Givan SA, Kasschau KD, Carrington JC (2007). Genome-Wide Analysis of the RNA-DEPENDENT RNA POLYMERASE6/DICER-LIKE4 Pathway in *Arabidopsis* Reveals Dependency on miRNA- and tasiRNA-Directed Targeting. Plant Cell.

[18] Johnson C, Kasprzewska A, Tennessen K, Fernandes J, Nan G-L, Walbot V, Sundaresan V, Vance V, Bowman LH (2009). Clusters and superclusters of phased small RNAs in the developing inflorescence of rice. Genome Res.

[19] Song X, Li P, Zhai J, Zhou M, Ma L, Liu B, Jeong DH, Nakano M, Cao S, Liu C (2012). Roles of DCL4 and DCL3b in rice phased small RNA biogenesis. Plant J.

[20] Axtell MJ, Jan C, Rajagopalan R, Bartel DP (2006). A two-hit trigger for siRNA biogenesis in plants. Cell.

[21] Chen HM, Chen L-T, Patel K, Li YH, Baulcombe DC, Wu SH (2010). 22-Nucleotide RNAs trigger secondary siRNA biogenesis in plants. Proc Natl Acad Sci.

[22] Cuperus JT, Carbonell A, Fahlgren N, Garcia-Ruiz H, Burke RT, Takeda A, Sullivan CM, Gilbert SD, Montgomery TA, Carrington JC (2010). Unique functionality of 22-nt miRNAs in triggering RDR6-dependent siRNA biogenesis from target transcripts in *Arabidopsis*. Nat Struct Mol Biol.

[23] Manavella PA, Koenig D, Weigel D (2012). Plant secondary siRNA production determined by microRNA-duplex structure. Proc Natl Acad Sci.

[24] Xia R, Meyers BC, Liu Z, Beers EP, Ye S, Liu Z (2013). MicroRNA superfamilies descended from miR390 and their roles in secondary small interfering RNA biogenesis in eudicots. Plant Cell.

[25] Rajagopalan R, Vaucheret H, Trejo J, Bartel DP (2006). A diverse and evolutionarily fluid set of microRNAs in *Arabidopsis thaliana*. Genes Dev.

[26] Chen HM, Li Y-H, Wu SH (2007). Bioinformatic prediction and experimental validation of a microRNA-directed tandem trans-acting siRNA cascade in *Arabidopsis*. PNAS.

[27] Zhai J, Jeong D-H, De Paoli E, Park S, Rosen BD, Li Y, González AJ, Yan Z, Kitto SL, Grusak MA (2011). MicroRNAs as master regulators of the plant *NB-LRR* defense gene family via the production of phased, *trans*-acting siRNAs. Genes Dev.

[28] Shivaprasad PV, Chen H-M, Patel K, Bond DM, Santos BA, Baulcombe DC (2012). A microRNA superfamily regulates nucleotide binding site–leucine-rich repeats and other mRNAs. Plant Cell.

[29] Li F, Pignatta D, Bendix C, Brunkard JO, Cohn MM, Tung J, Sun H, Kumar P, Baker B (2012). MicroRNA regulation of plant innate immune receptors. Proc Natl Acad Sci.

[30] Källman T, Chen J, Gyllenstrand N, Lagercrantz U (2013). A significant fraction of 21-nucleotide small RNA originates from phased degradation of resistance genes in several perennial species. Plant Physiol.

[31] Zhu QH, Fan L, Liu Y, Xu H, Llewellyn D, Wilson I (2013). miR482 regulation of NBS-LRR defense genes during fungal pathogen infection in cotton. PloS ONE.

[32] Xia R, Zhu H, An Y-q, Beers EP, Liu Z (2012). Apple miRNAs and tasiRNAs with novel regulatory networks. Genome Biol.

[33] Zhu H, Xia R, Zhao B, An YQ, Dardick CD, Callahan AM, Liu Z (2012). Unique expression, processing regulation, and regulatory network of peach (*Prunus persica*) miRNAs. BMC Plant Biol.

[34] Liu N, Yang J, Guo S, Xu Y, Zhang M (2013). Genome-wide identification and comparative analysis of conserved and novel microRNAs in grafted watermelon by high-throughput sequencing. PloS one.

[35] Jagadeeswaran G, Nimmakayala P, Zheng Y, Gowdu K, Reddy UK, Sunkar R (2012). Characterization of the small RNA component of leaves and fruits from four different cucurbit species. BMC Genomics.

[36] Hu J, Sun L, Zhu Z, Zheng Y, Xiong W, Ding Y (2014). Characterization of conserved microRNAs from five different cucurbit species using computational and experimental analysis. Biochimie.

[37] Li H, Dong Y, Chang J, He J, Chen H, Liu Q, Wei C, Ma J, Zhang Y, Yang J, Zhang X (2016). High-throughput microRNA and mRNA sequencing reveals that microRNAs may be involved in melatonin-mediated cold tolerance in *Citrullus lanatus* L. Front Plant Sci.

[38] Sun Y, Niu X, Fan M (2017). Genome-wide identification of cucumber green mottle mosaic virus-responsive microRNAs in watermelon. Arch Virol.

[39] Zheng Y, Li T, Xu Z, Wai CM, Chen K, Zhang X, Wang S, Ji B, Ming R, Sunkar R (2016). Identification of microRNAs, phasiRNAs and their targets in pineapple. Trop Plant Biol.

[40] Burge SW, Daub J, Eberhardt R, Tate J, Barquist L, Nawrocki EP, Eddy SR, Gardner PP, Bateman A (2013). Rfam 11.0: 10 years of RNA families. Nucleic Acids Res.

[41] Bu D, Yu K, Sun S, Xie C, Skogerbø G, Miao R, Xiao H, Liao Q, Luo H, Zhao G (2012). NONCODE v3. 0: integrative annotation of long noncoding RNAs. Nucleic Acids Res.

[42] Quast C, Pruesse E, Yilmaz P, Gerken J, Schweer T, Yarza P, Peplies J, Glöckner FO (2013). The SILVA ribosomal RNA gene database project: improved data processing and web-based tools. Nucleic Acids Res.

[43] Ouyang S, Buell CR (2004). The TIGR Plant Repeat Databases: a collective resource for the identification of repetitive sequences in plants. Nucleic Acids Res.

[44] Bao W, Kojima KK, Kohany O (2015). Repbase update, a database of repetitive elements in eukaryotic genomes. Mobile DNA.

[45] Li R, Yu C, Li Y, Lam TW, Yiu S-M, Kristiansen K, Wang J (2009). SOAP2: an improved ultrafast tool for short read alignment. Bioinformatics.

[46] Kozomara A, Griffiths-Jones S (2014). miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res.

[47] Hofacker IL (2003). Vienna RNA secondary structure server. Nucleic Acids Res.

[48] Meyers BC, Axtell MJ, Bartel B, Bartel DP, Baulcombe D, Bowman JL, Cao X, Carrington JC, Chen X, Green PJ (2008). Criteria for annotation of plant MicroRNAs. Plant Cell.

[49] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[50] Jagadeeswaran G, Zheng Y, Li Y-F, Shukla LI, Matts J, Hoyt P, Macmil SL, Wiley GB, Roe BA, Zhang W, Sunkar R (2009). Cloning and characterization of small RNAs from Medicago truncatula reveals four novel legume-specific microRNA families. New Phytol.

[51] Zheng Y, Chen K, Xu Z, Liao P, Zhang X, Liu L, Wei K, Liu D, Li YF, Sunkar R (2017). Small RNA profiles from panax notoginseng roots differing in sizes reveal correlation between mir156 abundances and root biomass levels. Sci Rep.

[52] De Paoli E, Dorantes-Acosta A, Zhai J, Accerbi M, Jeong DH, Park S, Meyers BC, Jorgensen RA, Green PJ (2009). Distinct extremely abundant siRNAs associated with cosuppression in petunia. RNA.

[53] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Ser B Methodol.

[54] Zheng Y, Li Y-F, Sunkar R, Zhang W (2012). SeqTar: an effective method for identifying microRNA guided cleavage sites from degradome of polyadenylated transcripts in plants. Nucleic Acids Res.

[55] Xia R, Xu J, Arikit S, Meyers BC (2015). Extensive families of miRNAs and PHAS loci in norway spruce demonstrate the origins of complex phasiRNA networks in seed plants. Mol Biol Evol.

[56] Zheng Y, Wang S, Sunkar R (2014). Genome-wide discovery and analysis of phased small interfering RNAs in chinese sacred lotus. PLoS ONE.

[57] Zhai J, Zhang H, Arikit S, Huang K, Nan G-L, Walbot V, Meyers BC (2015). Spatiotemporally dynamic, cell-type–dependent premeiotic and meiotic phasiRNAs in maize anthers. Proc Natl Acad Sci.

# Supplementary material for: Genome-wide identification and comprehensive analysis of microRNAs and phased small interfering RNAs in watermelon
**Source:** BMC Genomics. 2018 May 9;19(Suppl 2):111. doi: 10.1186/s12864-018-4457-8
**Supplement:** Supplementary file 2 — This is a pdf file. This file includes 6 supplementary figures.

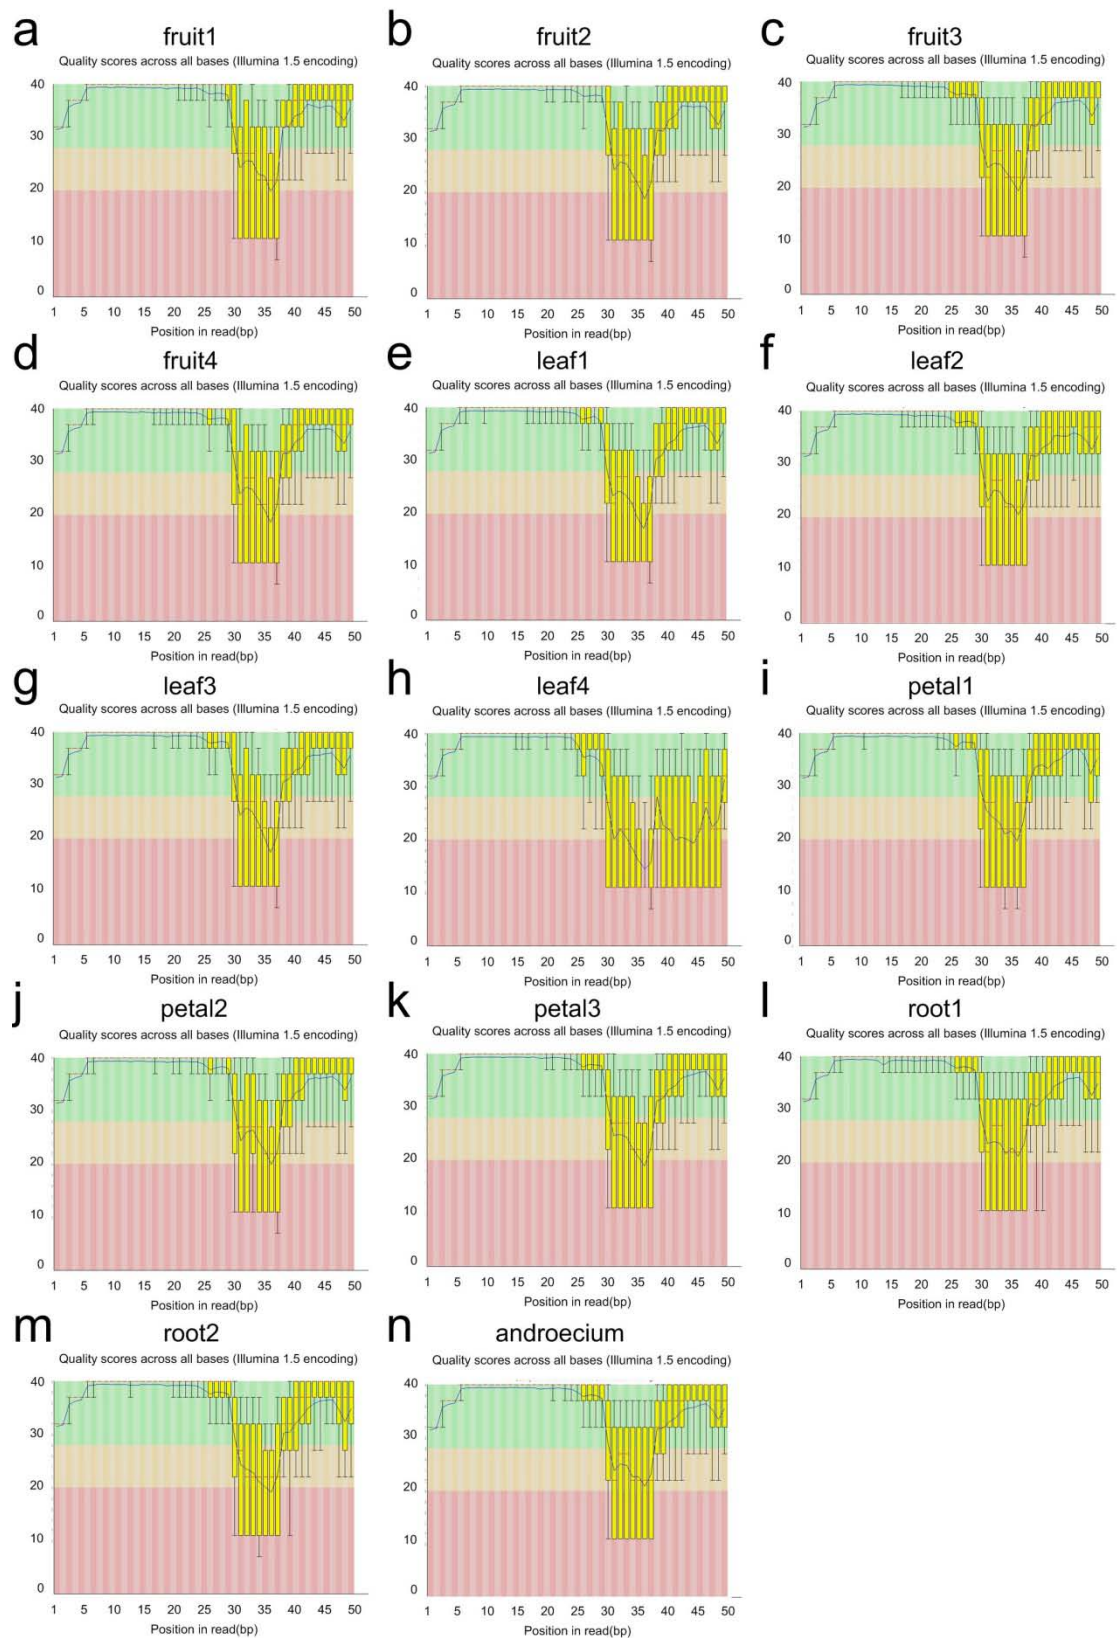

**Figure S1.** Per base sequencing quality of 14 small RNA sequencing profiles. The horizontal axis is the position of the reads. The vertical is the quality scores of the reads.

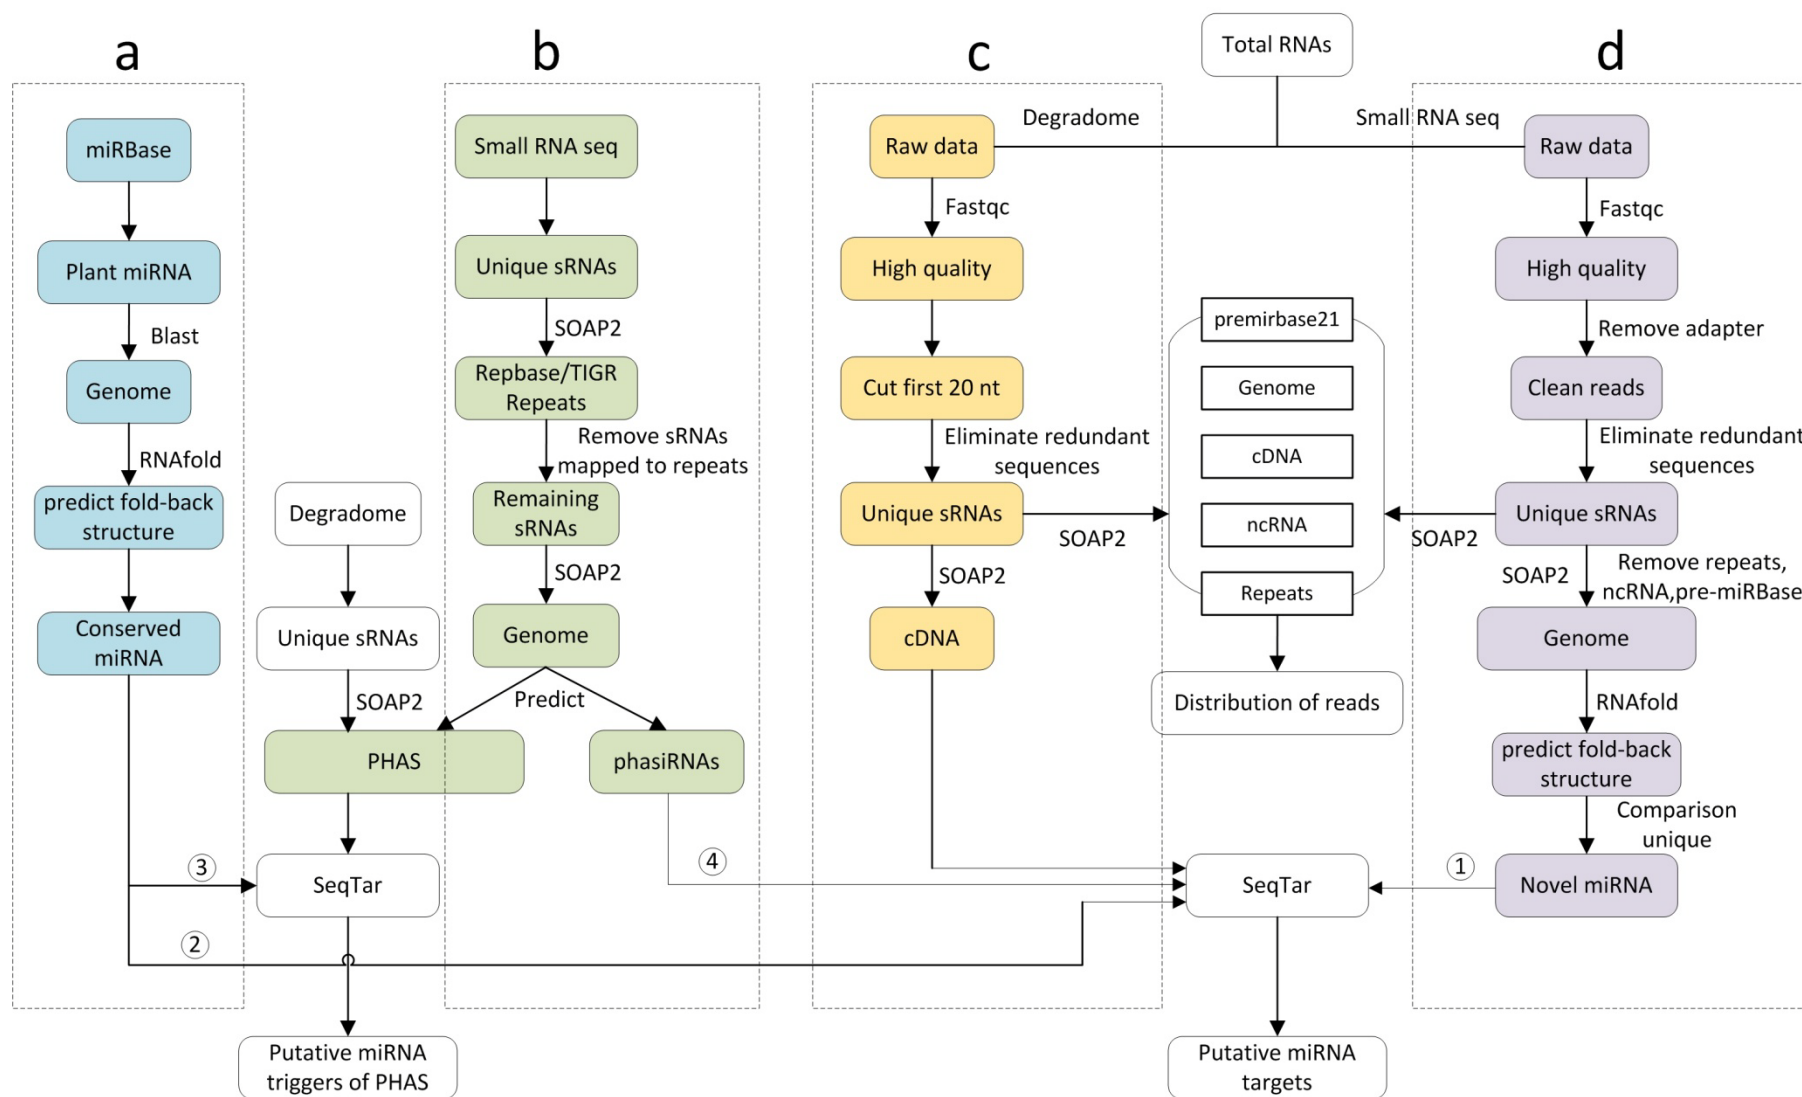

**Figure S2.** The steps for analyzing small RNA sequencing profiles and degradome profile in watermelon. (a) The steps for conserved miRNA prediction. (b) The steps for predicting PHAS loci and phasiRNAs. (c) The steps for analyzing degradome sequence profile. (d) The steps for analyzing small RNA-seq profiles and for predicting novel miRNAs. ①②③④ represent four times of SeqTar analysis, i.e., predicting targets of novel miRNAs using novel miRNAs and cDNAs, predicting targets of conserved miRNAs using conserved miRNAs and cDNAs, predicting miRNA triggers of PHAS loci using conserved miRNAs and PHAS sequences, and putative targets of phasiRNAs using phasiRNAs and cDNAs, respectively.

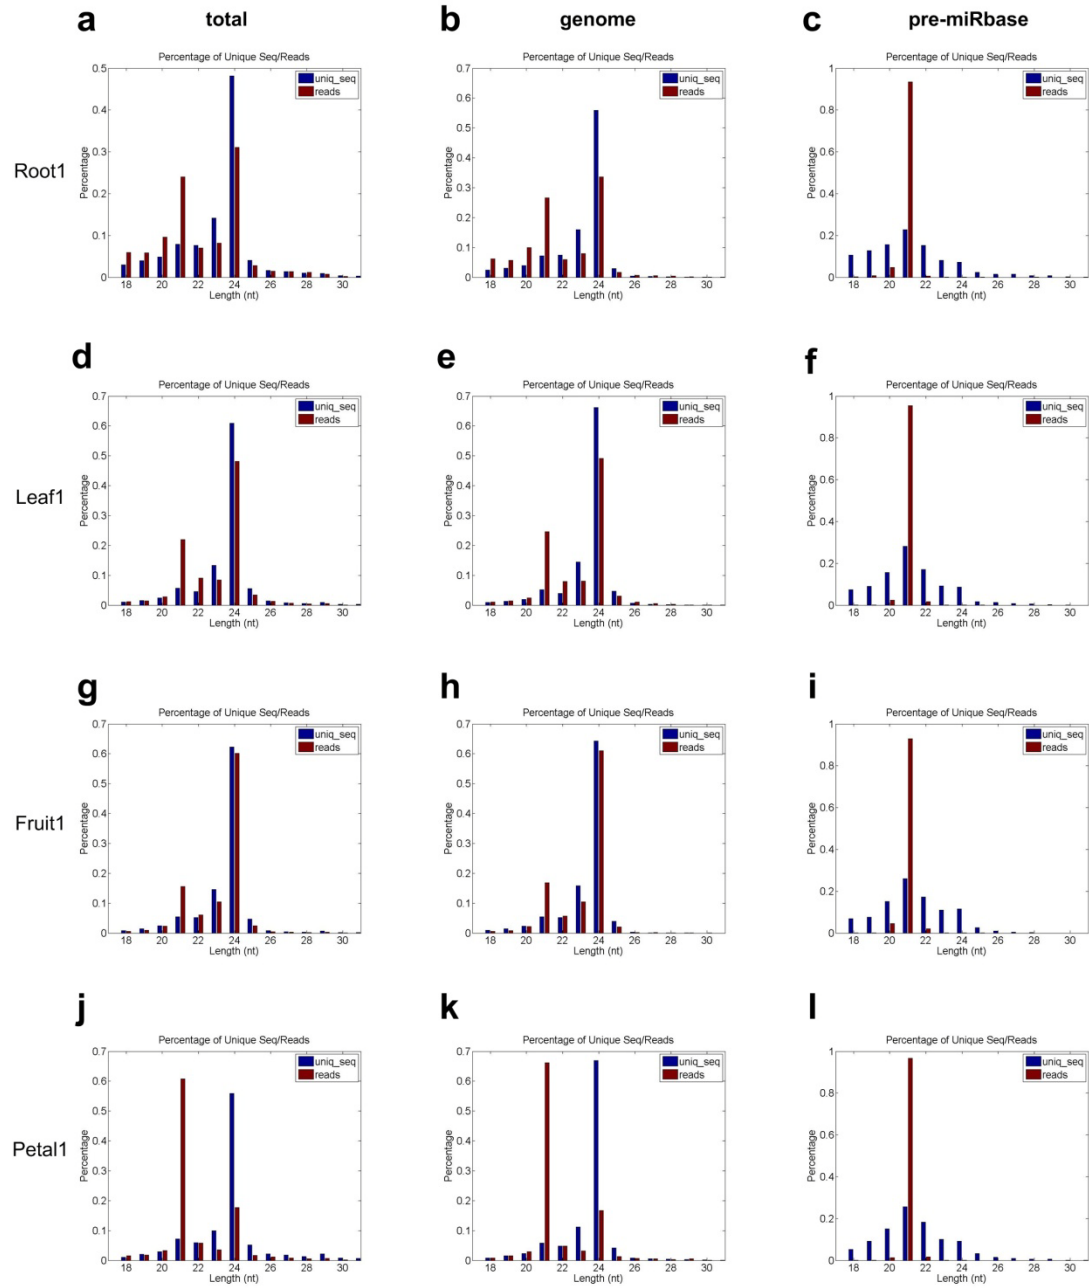

**Figure S3.** The length distributions of reads and unique sequences. The vertical axis shows the percentages of reads (red bars) and unique sequences (blue bars). The first column lists the distributions for reads and unique sequences in the whole libraries. The second column lists the distributions for reads and unique sequences mapped to watermelon genome. The third column lists the distributions for reads and unique sequences mapped to the pre-miRBase. (a) - (c) The distributions for the first root sample. (d) - (f) The distributions for the first leaf sample. (g) - (i) The distributions for the first fruit sample. (j) - (l) The distributions for the first petal sample.

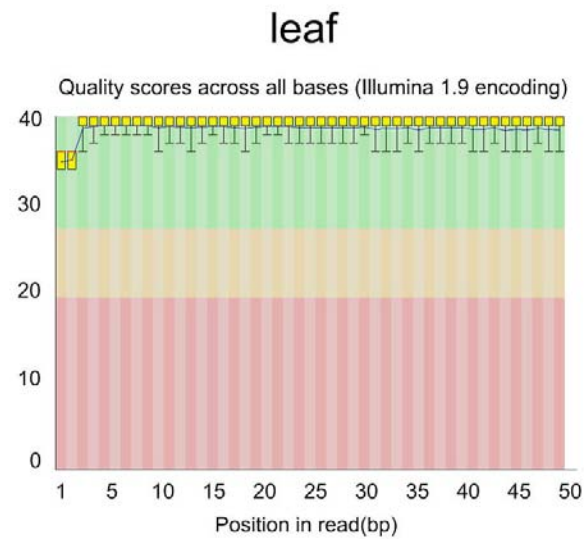

**Figure S4.** Per base sequencing quality of degradome sequencing profile. The horizontal axis is the position of the reads. The vertical is the quality scores of the reads.

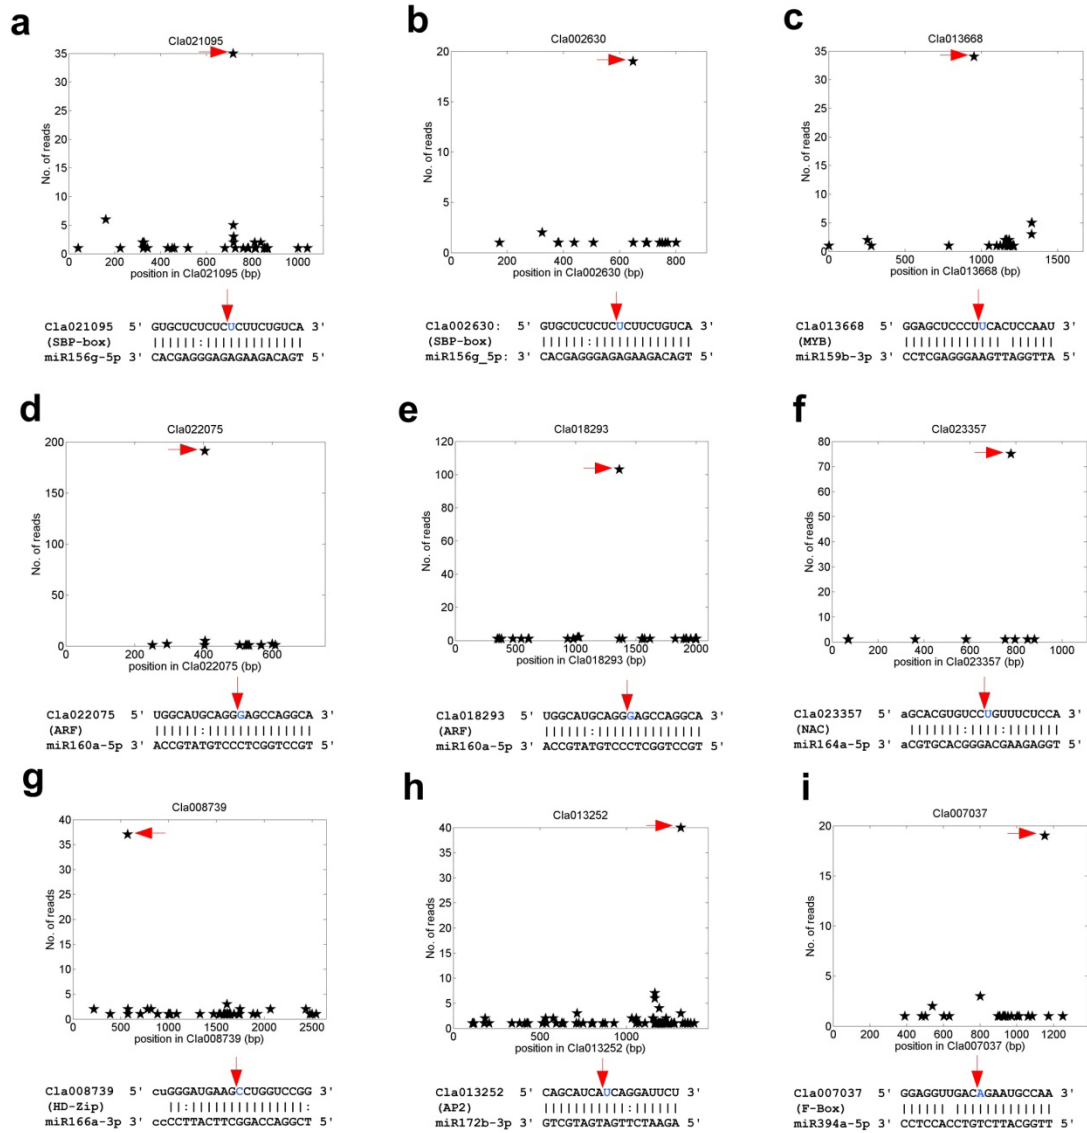

**Figure S5.** Some of the identified conserved miRNA targets. The x-axis is the position on the transcript, and y-axis is the number of reads detected from a position. The arrows in the upper parts correspond to the positions pointed by the arrows of the same colors in the lower parts. (a) miR156g-5p:Cla021095, an SBP transcription factor gene. (b) miR156g-5p:Cla002630, an SBP transcription factor gene. (c) miR159b-3p:Cla013668, a MYB transcription factor gene. (d) miR160a-5p :Cla022075, an ARF gene. (e) miR160a-5p:Cla018293, an ARF gene. (f) miR164a-5p:Cla023357, a NAC transcription factor gene. (g) miR166a-3p:Cla008739, an HD-Zip gene. (h) miR172b-3p:Cla013252, an AP2 transcription factor gene. (i) miR394a-5p:Cla007037, an F-box gene.

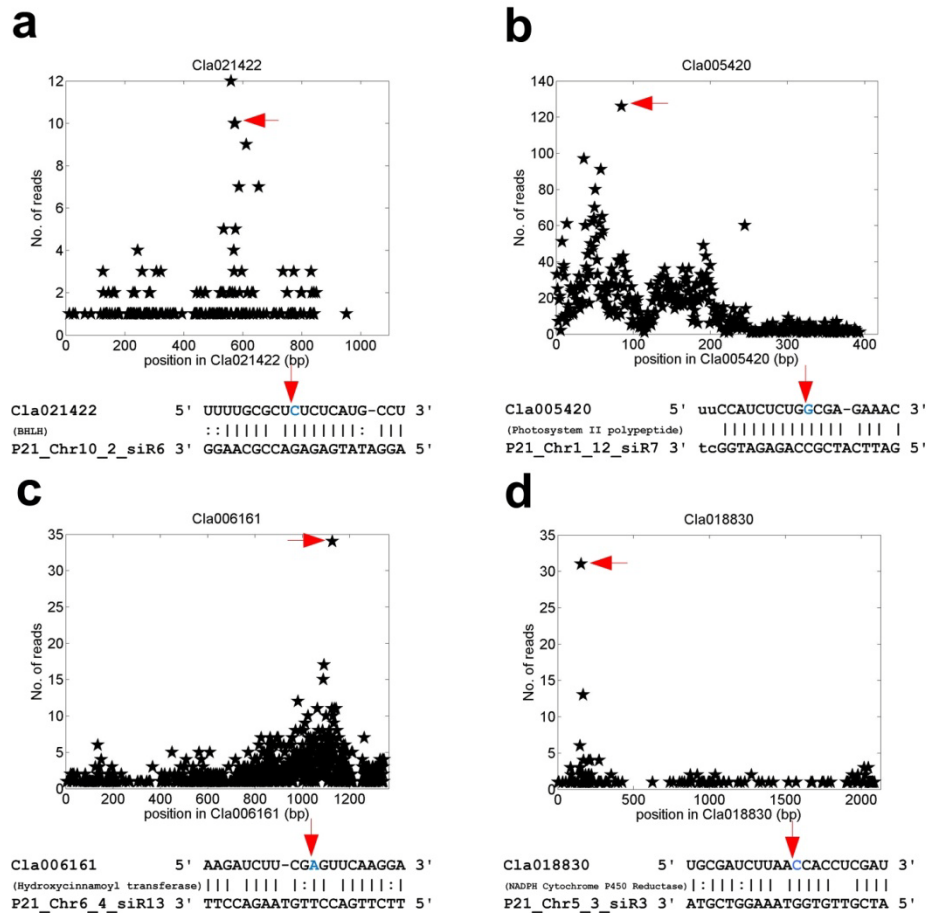

**Figure S6.** Some of the identified phasiRNA targets. The x-axis is the position on the transcript, and y-axis is the number of reads detected from a position. The arrows in the upper parts correspond to the positions pointed by the arrows of the same colors in the lower parts. (a) P21\_Chr10\_2\_siR6: Cla021422, a BHLH transcription factor (b) P21\_Chr1\_12\_siR7: Cla005420, a photosystem II polypeptide. (c) P21\_Chr6\_4\_siR13: Cla006161, a Hydroxycinnamoyl transferase. (d) P21\_Chr5\_3\_siR3: Cla018830, a NADPH-cytochrome P450 reductase.

How the deposited data were processed for this re-analysis (not part of the article)

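Small RNAs were sequenced from 14 samples of untreated watermelon plants: 2 root, 4 leaf, 3 petal, 1 androecium and 4 pre-mature fruit samples. The authors removed reads with more than 5 nucleotides of quality under 25, trimmed the 3' adaptor and collapsed identical reads, and the deposited values are raw counts of each distinct sequence of 18 to 44 nt in each sample. The counts were not normalized and not filtered on a match to the genome by the authors before they were deposited, and the paper does not state the trimming software. The sums of the counts, from 14554344 to 25341713 reads per sample, were equal to the total reads of Table S2 in 14 of 14 samples.

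From these counts, reads of at least 18 nt lying wholly within a mature sequence of Table S5 with 0 mismatches were counted for each of the 481 mature miRNAs. Reads shared by several miRNAs were counted for each of them. RPTM values are counts scaled by the valid reads of Table S1. The tasiRNAs, phasiRNAs and miRNAs of Fig. 3 and Fig. 5 were counted by reads identical to the full sequence. Length shares cover reads of 18 to 30 nt, with 95% Wilson intervals for single samples. The widest of these intervals extended 0.0255 percentage points to either side. The smallest abundance given by 3 reads was 1.17 to 2.03 RPTM.

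Pairs of tissues were compared with edgeR 4.0.16 in R 4.3.3, using TMM normalization, the two-sided quasi-likelihood test, a filter of a mean count of at least 10 in one tissue and Benjamini-Hochberg adjustment, with a threshold of 0.05. Standard errors were derived as the absolute log2 fold change divided by the square root of the F statistic. They are approximate, above all for miRNAs nearly absent from one tissue. Correlations used log2(RPTM + 1) of miRNAs with at least 5 RPTM in at least 2 samples and a standard deviation of at least 1, and principal components used miRNAs with a mean of at least 5 RPTM. Correlations, length shares and single sequences were compared between tissues by exact permutation of the tissue labels over all 900900 assignments of 13 samples. These permutation tests were one-sided, with the between-tissue sum of squares as the statistic for length shares and single sequences. As a replicate block, chosen after seeing the data, the labels were also permuted only within the sample numbers, over 6912 assignments, with the tissue sum of squares beside the block as the statistic for length shares and single sequences. The androecium has 1 sample and was reported without a test. The TAS3 sequences and miR390 sites were typed by hand from Fig. 3a. Phasing of the TAS3 loci used 21 nt reads, windows of 10 phases and the formulas of the paper, with occupied positions in place of unique sRNAs. A window could run past the end of the printed region, so that not all of its phases could hold reads of both strands. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.

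The miRNAs and small RNAs named in the text were chosen by a rule. It takes those that the results text or Fig. 3 and Fig. 5 of the paper name with a sequence. It also takes, for each pair of tissues, the miRNA with the largest log2 fold change in each direction. For the latter, the adjusted P-value had to be under 0.05, the mean at least 100 CPM in one tissue, and every sample of one tissue above every sample of the other.

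The edgeR model was tested on simulated counts with 50 changed miRNAs. It called 84% of the changed miRNAs for petals and leaves, 94% for leaves and fruits and 78% for leaves and roots, with 2, 1 and 0 calls among unchanged miRNAs. In 20 simulations without any change, the median number of calls was 0 and the highest was 2. All simulated changes were large, so the percentages do not hold for small changes. Counts were drawn independently for each miRNA with the dispersions that edgeR had fitted. Reads shared between miRNAs were not simulated, so the false calls in the real counts may differ. The other computations were tested in 13 checks on simulated data.

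The alternatives were reads identical to the mature sequence, merging of miRNAs that share at least 50% of their reads, library totals in place of TMM, the edgeR exact test, DESeq2 1.42.0, no filter, one fit of 4 tissues, a replicate block by sample number and leaving out each replicate in turn. Other pseudocounts, filters, denominators and Spearman correlation were tried for RPTM values. PHAS loci and genome matches were not analysed here, since no watermelon genome was used. Degradome data were not used here.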

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

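The tests of the number of reads sequenced, of mislabelled samples, of the interval of the miR166 ratio, of the TAS3 registers and of the 3' adaptor were chosen only after the result was seen, and the other tests in this part were chosen before. In 56 groups of 4 samples, 6 had a sample farther from the others than Dixon's 95% critical value, where 2.8 would come by chance.

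Fruit sample 3 stood apart from the other fruit samples in reads per unique sequence, with 4.75 against 3.37 to 3.58, and in the share of 21 nt reads, with 20.5% against 15.0% to 15.6%. The number of reads sequenced does not account for the first value, since fruit sample 1 with 21933856 reads had 3.58 reads per unique sequence and fruit sample 3 had 21974658 reads. Without the reads within mature miRNAs, the share of 21 nt reads in fruit sample 3 was 11.5% against 8.65% to 9.79% and no longer passed the critical value. A larger amount of miRNA reads in this sample therefore remains as an explanation for the 21 nt share. The sample was not mislabelled by the measure used, since its mean correlation was 0.982 with the other fruit samples and 0.881 with the petals, the nearest other tissue. The design holds no condition that sets this fruit sample apart, and no biological explanation was tested.

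Leaf sample 1 had 48.3% of 24 nt reads against 55.5% to 56.7% in the other leaf samples. Without the reads within mature miRNAs it had 53.7% against 59.9% to 63.7% and no longer passed the critical value. It still lay below the other leaf samples, which spread more widely without these reads. Its share of miRNA reads, 10.1%, lay within the 7.38% to 11.2% of the other leaf samples. A larger amount of miRNA reads in this sample therefore does not account for its low share of 24 nt reads, and the cause was not found. Its mean correlation was 0.976 with the other leaf samples and 0.897 with the petals, which goes against a mislabelled sample. No biological explanation was tested.

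In fruit sample 2, MIR169r-5p had 9.88 RPTM against 1.56 to 2.23 in the other fruit samples, from 20 reads against 3 to 5. In fruit sample 3, P21_Chr7_8_siR2 had 6.23 RPTM against 0.520 to 1.48, from 14 reads against 1 to 3. Counting error alone gives such values rarely (one-sided exact binomial p, multiplied by the 4 samples, of 1.62e-05 and 0.000253). The binomial test takes reads as independent molecules, and PCR copies were not tested. No biological explanation was tested.

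In fruit sample 2, the log2 ratio of MIR166as-3p to miR166a-3p was 0.44 against -0.01 to 0.01 in the other fruit samples. The 95% Wilson interval of the ratio went from 0.44 to 0.45, so counting error does not account for it. The mean correlation of this sample was 0.981 with the other fruit samples and 0.884 with the petals. No biological explanation was tested.

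The paper describes phasing of TAS3b in 1 of the profiles (Fig. 3e), and it does not give the share of reads in each register of the TAS3 loci. In the register of the 3' miR390 site lay 30.9% of the 21 nt reads of TAS3a and 53.1% of those of TAS3b, against an even share of 4.76%. Without the most abundant read of the register, its share was 21.7% for TAS3a and 31.3% for TAS3b, which is still above the even share. The rank of the register depends on that read: without it, and with the other registers complete, register 21 of TAS3a held 24.9% and register 2 of TAS3b held 36.7%. With the most abundant read of each register left out, the register of the 3' site held 43.6% of TAS3a, against 26.8% in the next, and 69.8% of TAS3b, against 12.5% in the next. On TAS3b, it held 7.17% of the forward-strand reads. The register of the 5' site of TAS3b held 1.75% of its reads. Cleavage at the 3' site may account for part of the reads in this register, and these values do not show that it sets a single main register at either locus.

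The libraries held 905524 reads of 31 to 44 nt, which the paper does not describe. They made up 0.183% to 0.528% of each library. The first 10 bases of the 3' adaptor were found in 8.61% of them (5.10% to 14.1% per library). Shorter pieces of the adaptor were not searched for. This test therefore cannot decide how many of these reads come from 3' adaptor left on short reads. Their source was not tested further.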

How the results depend on the processing

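The tests of this part are the alternatives set before the data were examined, and 36 further values were chosen after seeing the data. These are the same samples without the replicate block, crossed sample numbers, and tissue labels permuted only within the sample numbers. In all, 34 results were recomputed in 492 alternatives. In 466 of them the result kept its direction and its side of the threshold, or a count stayed within 1.5 times its value, or a value without a test stayed within the replicate spread. In 4 it was weaker, in 4 stronger, in 0 reversed, and in 18 a value or count moved. All alternatives left 19 of the 34 results unchanged in this sense. The cause was not tested for any of the changes.

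With miRNAs that share reads merged, the deregulated groups were 24 for petals and leaves, 32 for petals and fruits, 36 for petals and roots, 44 for leaves and fruits, 55 for leaves and roots and 50 for fruits and roots. With identical reads only, there were 64 for petals and fruits, 57 for petals and roots and 64 for fruits and roots. With the replicate block there were 48 for petals and roots, while the same samples without the block gave 84 and crossed numbers gave 82. The other edgeR and DESeq2 settings kept each count within 1.5 times its value. With one replicate left out in turn, the counts were 64 to 106 for petals and leaves, 84 to 104 for petals and fruits, 84 to 117 for petals and roots, 117 to 125 for leaves and fruits, 106 to 130 for leaves and roots and 112 to 120 for fruits and roots.

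For MIR156i-5p in leaves over roots, the log2 fold change was -1.01 with the replicate block (adjusted p = 0.153 from edgeR's quasi-likelihood test), and -1.16 in the same samples without it (adjusted p = 0.0155 from edgeR). It was -1.82 to -0.54 across the fits that each left out one replicate, and these end values come from fits with 1 root sample and have no test. For MIR167f-5p in petals over roots it was 1.81 with the replicate block (adjusted p = 0.219 from edgeR). The other 5 values that moved belong to MIR166y-5p and MIR396q with 1 root sample left, where no test was run.

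For the length shares, the differences are between the tissues farthest apart among reads, and the tests are over 4 tissues. Petals and fruits differed in 21 nt share by 0.531 percentage points among unique sequences (exact permutation over the tissues, p = 0.00595), and by 6.09 to 27.6 across the fits that left out one replicate. The tissues passed the threshold without petal sample 2 (exact permutation, p = 0.00679). Fruits and roots differed in 24 nt share by 14.0 percentage points among unique sequences (exact permutation over the tissues, p = 0.000713), and by 28.1 to 30.0 with one replicate left out. The tissues no longer passed without petal sample 3 (exact permutation, p = 0.0621), or with the sample number as a replicate block, where the difference was 28.1 (exact permutation within the numbers, one-sided, p = 0.0943). The 21 nt share within precursors was 24.1% among unique sequences and 51.5% without the miR166 precursors. The tissue difference of MIR169r-5p was 1.30 to 2.20 on the log2 scale with one replicate left out, 1.01 with 21 nt reads as the denominator and 1.91 with the smaller pseudocount. It passed without petal sample 1 (exact permutation, p = 0.0424) or without fruit sample 2 (exact permutation, p = 0.0298). For the counts against roots, leaving out a root sample gave no value, and identical reads gave none for MIR156aaa, MIR156ae, MIR156u and MIR396q. The numbers of PHAS loci and the share of reads matching the genome were not run. The depth limits TAS3b_D6(+), with 3 reads, and P21_Chr0_4_siR4, with 0 reads, to no statement about tissues.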

Differences from the paper's values

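No test in this part was chosen only after the result was seen. For the values that the paper or its tables state and that were computed here, none differed both by more than the replicate spread and by more than 1.5 times. The following results differ in direction, ranking or number.

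The paper states that MIR156i-5p is higher in leaves than in roots. Here its log2 fold change of leaves over roots was -1.30, and both root samples were above all 4 leaf samples. Table S7 also gives -1.30 in this orientation. None of the alternatives set before the data were examined turned the direction.

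Table S6 lists more deregulated miRNAs between petals and roots than between petals and fruits. Here there were 96 between petals and roots and 102 between petals and fruits, and Table S7 lists 102 and 109 miRNAs for these comparisons. Table S6 also gives the largest number for fruits and roots. Here leaves and fruits, with 123, and leaves and roots, with 123, exceeded fruits and roots, with 114. These rankings changed under alternatives set before the data were examined. Petals and roots exceeded petals and fruits in one fit of 4 tissues, with 113 against 111, without a filter, with 104 against 103, and with merged miRNAs, with 36 against 32. Without petal sample 1 the numbers were 117 against 104. Without petal sample 2 or 3, petals and fruits stayed higher, with 100 against 95 and 103 against 84. With a fruit sample left out, petals and fruits had 84 to 94, below the 96 of petals and roots. Fruits and roots exceeded leaves and roots with the replicate block, with 97 against 93, and in one fit of 4 tissues, with 113 against 107, and both had 126 without a filter. Without leaf sample 4, leaves and roots had 106, below the 114 of fruits and roots. With another leaf sample left out, they had 118 to 130. Fruits and roots exceeded leaves and fruits with merged miRNAs, with 50 against 44. In Table S7, 125 of the 145 miRNAs listed for leaves and fruits and 114 of the 153 listed for fruits and roots have an adjusted P-value under 0.05. The edgeR exact test, an alternative set before the data were examined, gave 87 for petals and leaves, 109 for petals and fruits, 102 for petals and roots, 126 for leaves and fruits, 122 for leaves and roots and 114 for fruits and roots. For the same pairs in this order, Table S7 holds 87, 109, 102, 125, 122 and 114 miRNAs with an adjusted P-value under 0.05. At this threshold, both rankings of Table S6 therefore differ from the paper's own Table S7, whose rankings the exact test gave too.

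The paper's text gives a larger number of precursors than the 94 with a sequence read from Table S3. It gives a smaller number of precursors not reported earlier than the 67 named with upper case MIR in that table. The naming rule compares mature sequences, so these numbers need not be equal. Of the 348 mature miRNAs listed there without a precursor, 95 lie within a listed precursor sequence. Table S4 lists 0 watermelon genes for miR168 and miR403, which had 203658 and 4 reads here. The paper describes the expression of the 9 hairpins of Table S8 as low beside conserved miRNAs. Here the median RPTM of their 18 mature sequences was above that of the conserved miRNAs in 13 of 14 samples, while their mean was below in 14 of 14. With identical reads only, the median was above in 9 samples and below in 4. Many conserved entries had few reads, and 126 of the 348 listed without a precursor had no identical read. The comparison of medians therefore depends on how the lists were made.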

Other observations

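The tests of the miR166 ratio, of TAS3b_D6(+) and of the assignment of samples for the TAS3 ratio were chosen only after the result was seen, and the other tests in this part were chosen before.

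Other splits of the same samples were fitted with edgeR for the pairs of tissues with at least 3 samples each. Among the 8 splits that part all same-numbered samples, only the real one, 1 of 8, gave as many deregulated miRNAs for petals and leaves, for petals and fruits and for leaves and fruits. The highest of the other 7 gave 11, 2 and 0 miRNAs. With 8 splits the share cannot fall under 0.05, so by this test alone the counts cannot be told apart from an accidental grouping, and it cannot decide either way. Over all 35 splits, the real one was again 1 of 35 in each pair, a share under 0.05, and the highest of the others gave 11, 35 and 0. These 35 splits also keep some same-numbered samples together.

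Petal sample 1 had 17.3 reads per unique sequence. Without the reads of the miR166 family it had 10.3, against 3.16 to 6.79 in the other libraries, and without the reads of all mature miRNAs 10.1, against 3.14 to 6.72. Among 24 nt reads it had 5.51, within the 2.82 to 6.25 of the other libraries, although only 17.8% of its reads had 24 nt. The miRNA reads account for part of the value, but not for all of it. Few distinct molecules in the library remain as an explanation. The 24 nt comparison is not matched for depth, since root sample 1 had 2.83 reads per unique sequence from 5349535 reads of 24 nt, more than the 4505690 of petal sample 1. At 7 of the 13 lengths from 18 to 30 nt, petal sample 1 was above all other libraries, for example at 20 nt with 19.5 against at most 8.94. A difference in library preparation was not tested, and no biological explanation was tested.

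The 18 mature sequences of Table S8 are all 24 nt long. Reads from both strands were weighed as an explanation: of the 24 nt reads of the 9 hairpins, 15.1% lay on the reverse strand alone (6830 reads, against 38286 on the forward strand), below the 20% set for this explanation. The sum is dominated by the hairpin on chromosome 4 with 16665 forward-strand reads. In 3 of the 9 hairpins, the reverse strand alone held 36.6%, 53.0% and 57.7%, so reads from both strands remain as an explanation for these 3. Of the forward-strand 24 nt reads, 44.3% were identical to the 18 mature sequences. The forward-strand 24 nt reads had 290 unique sequences, with the mature sequences among them. Processing into many 24 nt reads, as in siRNA loci, may therefore remain as an explanation, and the hairpins were not tested in mutants.

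The most abundant miR166 read changed between tissues. The log2 ratio of MIR166as-3p to miR166a-3p was 0.31 ± 0.01 (SD, n = 2) in roots, 0.11 ± 0.22 (SD, n = 4) in fruits, -1.90 ± 0.58 (SD, n = 3) in petals and -4.09 ± 0.11 (SD, n = 4) in leaves, and -1.61 in the androecium sample. Chance assignment of samples to tissues gave as large a difference rarely (exact permutation, one-sided, p = 1.33e-05). Loss of end bases would leave the shared 19 nt sequence, which reached at most 1.09% of the rarer read. Only the precursor MIR166o holds MIR166as-3p, while MIR166n, MIR166n2 and MIR166o hold miR166a-3p. Different use of miR166 precursors between tissues may be an explanation, as a hypothesis from the same data.

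TAS3b_D6(+) had 3 reads, while TAS3a_D7(+) had 943 and TAS3a_D8(+) had 2326. A base that differs from the printed sequence does not account for this, since 1 read had 1 mismatch. Ends shifted by 1 to 3 nt gave 15 reads, against 3647 for TAS3a_D8(+). The TAS3b locus was not silent, with 253628 reads of 21 nt on both strands. No biological explanation was tested.

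The log2 ratio of TAS3b to TAS3a 21 nt reads was -0.96 ± 0.13 (SD, n = 2) in roots, 0.88 ± 0.14 (SD, n = 4) in fruits, 2.61 ± 0.35 (SD, n = 4) in leaves and 2.92 ± 0.44 (SD, n = 3) in petals, and 2.57 in the androecium sample. The tissues differed (exact permutation, one-sided, p = 3.33e-05), and 0 reads were shared between the TAS3 loci. Different expression of the 2 loci by tissue may be an explanation, as a hypothesis from the same data.

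Of the 481 mature miRNAs, 116 had counts equal to those of another miRNA in all samples, and merging those that share at least 50% of their reads left 217 groups.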
